# Inhibition of chylomicron assembly leads to dissociation of hepatic steatosis from inflammation and fibrosis

**DOI:** 10.1016/j.jlr.2021.100123

**Published:** 2021-09-24

**Authors:** Yan Xie, Elizabeth P. Newberry, Elizabeth M. Brunt, Samuel J. Ballentine, Saeed Soleymanjahi, Elizabeth A. Molitor, Nicholas O. Davidson

**Keywords:** intestine, lipid absorption, antioxidant, apolipoprotein B, lipoproteins, microsomal triglyceride transfer protein, fibrosis, oxidative stress, intestinal permeability, hepatic lipogenesis, ALT, alanine aminotransferase, Cer, ceramide, DNL, de novo lipogenesis, HFFC, high-fat, high-fructose, high-cholesterol diet, JNK, c-Jun N-terminal kinase, MCD, methionine/choline-deficient diet, *Mttp-IKO*, microsomal triglyceride transfer protein knockout mice, NAFLD, nonalcoholic fatty liver disease, NASH, nonalcoholic steatohepatitis, NF-κB, nuclear factor kappa B, QC, quality control, SCD, steroyl CoA desaturase, TAM, tamoxifen, TBARS, thiobarbituric acid reactive substance, TG, triglyceride

## Abstract

Regulating dietary fat absorption may impact progression of nonalcoholic fatty liver disease (NAFLD). Here, we asked if inducible inhibition of chylomicron assembly, as observed in intestine-specific microsomal triglyceride (TG) transfer protein knockout mice (*Mttp-IKO*), could retard NAFLD progression and/or reverse established fibrosis in two dietary models. *Mttp-IKO* mice fed a methionine/choline-deficient (MCD) diet exhibited reduced hepatic TGs, inflammation, and fibrosis, associated with reduced oxidative stress and downstream activation of c-Jun N-terminal kinase and nuclear factor kappa B signaling pathways. However, when *Mttp*^*flox*^ mice were fed an MCD for 5 weeks and then administered tamoxifen to induce *Mttp-IKO*, hepatic TG was reduced, but inflammation and fibrosis were increased after 10 days of reversal along with adaptive changes in hepatic lipogenic mRNAs. Extending the reversal time, following 5 weeks of MCD feeding to 30 days led to sustained reductions in hepatic TG, but neither inflammation nor fibrosis was decreased, and both intestinal permeability and hepatic lipogenesis were increased. In a second model, similar reductions in hepatic TG were observed when mice were fed a high-fat/high-fructose/high-cholesterol (HFFC) diet for 10 weeks, then switched to chow ± tamoxifen (HFFC → chow) or (HFFC → *Mttp-IKO* chow), but again neither inflammation nor fibrosis was affected. In conclusion, we found that blocking chylomicron assembly attenuates MCD-induced NAFLD progression by reducing steatosis, oxidative stress, and inflammation. In contrast, blocking chylomicron assembly in the setting of established hepatic steatosis and fibrosis caused increased intestinal permeability and compensatory shifts in hepatic lipogenesis that mitigate resolution of inflammation and fibrogenic signaling despite 50–90-fold reductions in hepatic TG.

Nonalcoholic fatty liver disease (NAFLD) is the most common form of chronic liver disease worldwide, affecting more than a quarter of the US population (1). A subset of patients with NAFLD will progress to develop nonalcoholic steatohepatitis (NASH) with inflammation and fibrosis, and a further subset will develop cirrhosis and hepatocellular cancer, through mechanisms and pathways that have yet to be fully understood (2). The pathogenesis of NAFLD and its progression to NASH involves genetic and environmental interactions (3) as well as signaling events between and among cells in the liver (hepatocytes, stellate cells, and resident and circulating immune cells) and with other organs such as adipose tissue and intestine (2). Altered homeostatic signaling across the gut-liver axis affects hepatic lipid metabolism as well as immune signaling and inflammation, through mechanisms including (but not limited to) altered fat absorption, changes in gut microbiota, disrupted intestinal permeability, incretin, and bile acid signaling (4, 5). Those findings have promoted interest in strategies for prevention and resolution of NASH by targeting the gut-liver axis, with findings in preclinical models and human subjects showing attenuated hepatic steatosis but no consistent or sustained effects on hepatic inflammation and fibrosis (6, 7, 8). Studies in preclinical models support a role for alterations in gut-liver signaling in the progression of NASH, including work showing that mice fed high-fat diets and exposed to dextran sodium sulfate develop increased gut bacterial translocation and worsened hepatic fibrosis (9). Other work has highlighted a role for inflammasome signaling associated with altered gut microbial taxa in promoting hepatic steatosis and inflammation (10).

In regard to the impact of impaired intestinal lipid transport on NAFLD, we and others have shown that mice with conditional intestinal deletion of microsomal triglyceride (TG) transfer protein (*Mttp-IKO*) demonstrate impaired chylomicron assembly and decreased intestinal fat (TG and cholesterol) absorption with decreased hepatic steatosis, despite increased hepatic de novo lipogenesis (DNL) and increased VLDL secretion (11, 12, 13). In addition, conditional *Mttp-IKO* mice are protected from developing fructose-induced hepatic steatosis through multiple adaptations including increased incretin secretion, altered microbial taxa, and shifts in bile acid signaling (14). However, the extent to which inducible impairment of chylomicron assembly and altered gut-liver signaling in *Mttp-IKO* mice mitigates either the development or the reversal of hepatic inflammation and fibrosis is unknown. Other findings in the setting of impaired chylomicron assembly and secretion suggest that intestinal *Mttp* deletion impairs immune signaling in both mice and humans (15, 16). In addition, yet other findings suggest that *Mttp-IKO* mice exhibit a greater intestinal tumor burden in colitis-associated cancer (17). Those findings collectively point to a series of adaptations in immune signaling and inflammation in *Mttp-IKO* mice that could conceivably exaggerate fibrogenic signaling and exacerbate liver injury in mice, even in the absence of established steatosis and fibrosis.

Here, we asked if inducible deletion of chylomicron assembly in *Mttp-IKO* mice could mitigate NAFLD/NASH progression and/or reverse established fibrosis, using an approach incorporating two distinct dietary models. In the first model, we fed mice a methionine/choline-deficient (MCD) diet as a model of inflammatory and fibrogenic injury (18). MCD feeding induces a robust fibrogenic response but does not replicate other features of NAFLD including obesity and insulin resistance (18). In the second model, we fed mice a high-fat, high-fructose, high-cholesterol (HFFC) diet, which is a nutritional model of obesity-associated steatosis and fibrogenic injury (19, 20). Our findings show that blocking lipid absorption attenuates MCD-induced NAFLD progression by reducing steatosis, oxidative stress, and inflammation. However, while blocking lipid absorption decreases established steatosis in both dietary models, with over a >90-fold range of hepatic TG content, fibrosis, and inflammation were unchanged. Our findings suggest that increased intestinal permeability and compensatory shifts in hepatic lipogenesis likely combine to promote continued inflammation and fibrogenic signaling despite the reduction in hepatic steatosis.

## Materials and methods

### Animals and diets

All animal protocols were approved by the Washington University IACUC and conformed to standards outlined in the Guide for the Care and Use of Laboratory Animals (the National Institutes of Health, 1985) and conducted in accordance with institutional guidelines (IACUC #20180284). Mice were housed in ventilated cages on a 12 h light/dark cycle with corncob bedding and ad libitum access to rodent chow (PicoLab Rodent Diet 20; LabDiet, St Louis, MO) and water unless otherwise noted. *Mttp*^*f/f*^ Villin Cre ER^T2^ mice (11) were injected with tamoxifen (TAM) at 50 μg/g body weight/day/5 days with littermates receiving vehicle injection as control. Both male and female mice were used, with the majority of experiments conducted in male mice as indicated in the relevant legends to the figures (11). In a first dietary model, 12–16-week-old *Mttp*^*f/f*^ Villin Cre ER^T2^ mice were fed MCD (MP Biomedicals, LLC; catalog no.: 960439) for 3 weeks, starting 3 weeks after TAM or vehicle injection. Where indicated, other groups of *Mttp*^*f/f*^ Villin Cre ER^T2^ mice were fed MCD for 5 weeks with groups of mice subsequently injected with TAM or vehicle and sacrificed either 10 days later (while consuming MCD) or switched to regular rodent chow and sacrificed 35 days later. In a second dietary model, *Mttp*^*f/f*^ Villin Cre ER^T2^ mice were fed an HFFC diet (Research Diets, Inc; catalog no.: D09100301) for 10 weeks, then switched to regular rodent chow and injected with either TAM or vehicle, and sacrificed 35 days later. At sacrifice, blood and tissues were collected after 4–6 h fasting and frozen at −80^o^C. Portions of freshly isolated tissue were taken for processing as described later.

### Histologic analysis

Livers were fixed in 10% neutral-buffered formalin, sectioned, and stained with H&E or used for Sirius red or anti-F4/80 antibody immunohistochemical staining (1:100 dilution) as previously detailed (20, 21) using Nuance 2.10 multispectral imaging (PerkinElmer) or ImageJ software (the National Institutes of Health).

### Hepatic lipid, collagen content, and oxidative stress parameters

Hepatic TG, cholesterol, and FFAs were determined enzymatically using commercial kits (FUJIFILM Wako Diagnostics, Richmond, VA) as previously described (20, 21). Hepatic collagen content was determined using a commercial kit (QuickZyme Biosciences; catalog no.: QZBTOTCOL1), following instructions with minor modifications. In brief, about 80 mg of snap-frozen liver was homogenized in 1 ml water, and an equal volume of 12 N HCl added to the homogenate and hydrolyzed at 95^o^C for 20 h. Collagen content in the mixture was measured spectrometrically and normalized to protein content. Hepatic lipid hydroperoxide and glutathione levels were measured on fresh liver samples after homogenization using a commercial kit (catalog Nos.: 705002 and 705003; lipid hydroperoxide assay kit [catalog no.: 703002]; glutathione assay kit [Cayman Chemical, Ann Arbor, MI]). Hepatic thiobarbituric acid reactive substances (TBARS) were determined by Parameter™ TBARS kit (R&D Systems; catalog no.: KGE013) following the manufacturer's instructions with modifications for use on lipid-rich samples. In brief, liver lipids were extracted by chloroform:methanol (2:1). The organic phase was dried under nitrogen and redissolved in 1% Triton. TBARS in the mixture were determined spectrometrically following the manufacturer's instructions.

### RNA extraction, sequencing, and quantitative PCR

For each genotype and condition, three pools were prepared, each containing RNAs from three to four separate mice, for a total of 10 μg RNA per final pool. Pools were sequenced on an Illumina HiSeq system. Base calls and demultiplexing were performed with Illumina's bcl2fastq software and a custom python demultiplexing program with a maximum of one mismatch in the indexing read. RNA-Seq reads were then aligned to the Ensembl release 76 primary assembly with STAR, version 2.5.1a (22). Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:feature Count, version 1.4.6-p5 (23). Isoform expression of known Ensembl transcripts was estimated with Salmon, version 0.8.2 (24). Sequencing performance was assessed for the total number of aligned reads, total number of uniquely aligned reads, and features detected. The ribosomal fraction, known junction saturation, and read distribution over known gene models were quantified with RSeQC, version 2.6.2 (25). For quantitative PCR determination, RNA was extracted using TRIzol® Reagent (Invitrogen Life Technologies, Carlsbad, CA) and treated with DNase. Genes exhibiting differential regulation were selected and used as input to String-db.org for functional protein association network analysis. Reverse transcription was performed using the ABI high-capacity complementary DNA reverse transcription kit (catalog no.: 4368814), with ∼1 μg of total RNA and random hexamers, to generate complementary DNA. qRT-PCR assays were performed in triplicate on a Step One Plus Sequence Detection System using Fast SYBR Green Master Mix (catalog no.: 4385612; Applied Biosystems). Primer pairs were designed by Primer Express software 3.0 (Applied Biosystems), with sequences listed in supplemental Table S1. 

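Table S1 lists the forward and reverse primers used to measure each mRNA by quantitative PCR, in which the abundance of a short product stands for the abundance of the transcript. Each of the 43 mouse primer pairs was matched without mismatch to the 141767 transcripts of the GENCODE M21 annotation of the GRCm38 genome, requiring both primers to face each other on one transcript within 2000 nt. Every pair matched the gene it was designed for, with products of 52 to 138 nt. Taken as pairs, 39 matched no other gene, and 4 also matched transcripts of at least 1 other gene. Single primers of 4 of the 39 pairs lie in other genes too, the Hist1h3d forward primer in transcripts of 9 genes and those of Acta2 (reverse), Lox (reverse) and Sod1 (forward) in transcripts of 2. The Hmgb1 primers (forward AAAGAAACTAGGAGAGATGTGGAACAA and reverse AGCTTGGCAGCTTTCTTCTCA) matched transcripts of 17 genes, most of them annotated as Hmgb1 copies or pseudogenes. The Hmgb2 pair also matched Gm4739, the S100a4 pair also matched Gm42674, which overlaps S100a4, and the Scd2 pair also matched its paralog Scd3. With up to 1 mismatch allowed in each primer, 6 pairs matched more than one gene, among them those of Cdc20, which then also matched Gm7856, and Sod1, which also matched Gm8566. The product lay within one exon for 32 pairs, for which residual genomic DNA gives a product of the same length, and spanned an intron for 11 pairs. The Col1a1 pair (forward CACGGCTGTGTGCGATGA and reverse TCGCCCTCCCGTCTTTG) gave a product of 72 nt on chromosome 11 from 94938004 to 94938075, within exon 2 of the transcript matched. The Adgre1 (F4/80) pair (forward AAACACTTGGTGGTGTGAATGAGT and reverse GCCTCGTTTACAGGTGCAGTAA) spanned exons 2 and 3, with a product of 104 nt on chromosome 17 from 57361723 to 57401996. The Kif23 pair (forward GGAGCTTGAGAGCCAGAATCA and reverse GCTTCTAATCTGCGCTTGTCAGA) lay in exon 16, with a product of 63 nt on chromosome 9 from 61925022 to 61925084, and the Tlr12 pair (forward CTGCCACTGTGCCAATGC and reverse ATATGTACGTTTTAGTGGACCGCTTA) in exon 1, with a product of 62 nt on chromosome 4 from 128616433 to 128616494. The Fasn pair (forward TCCTGGAACGAGAACACGATCT and reverse GAGACGTGTCACTCCTGGACTTG) spanned exons 38 and 39, with a product of 138 nt on chromosome 11 from 120809217 to 120809527. Table S1 holds no primer pair for Gss or Mmp13.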

Relative mRNA abundance was validated in a subset of targets using qRT-PCR and expressed as fold change compared with mRNA levels in control mice, normalized to GAPDH.

### Intestinal permeability

Mice were administered FITC-labeled dextran (FD-4; molecular weight 4,000; Millipore Sigma; catalog no.: FD4) by oral gavage (400 mg/kg body weight) as described previously (17), with FD-4 levels measured in serum collected 2 and 4 h after gavage using fluorimetry (Synergy HT; BioTek®) at excitation of 485/20 and emission of 528/20. Serum levels of alanine aminotransferase (ALT) and aspartate aminotransferase were measured with kits following manufacturer's instructions (catalog no.: A526-120 and A561-120; TECO DIAGNOSTICS, Anaheim, CA).

### Targeted hepatic lipidomic survey

Liver samples were homogenized in PBS (1:4 w/v) using an Omni bead ruptor (PerkinElmer), and lipid extracted using a modified Bligh-Dyer method (20). Internal standards included ceramide (Cer) (17:0), TG (17:0-17:0-17:0), diglyceride/diacylglycerol (21:0-21:0), phosphatidylcholine (14:1-14:1), and d4-FFA (16:0), respectively. Internal standards were added to all samples before extraction. Three blank samples were prepared and run with the study samples for FFA assay, with the average signal of FFA in blank sample subtracted to eliminate artifactual interference. Quality control (QC) samples were prepared by pooling aliquots of the study samples and used to monitor the instrument stability. The QC was injected three times in the beginning to stabilize the instrument and was injected between every four study samples. Only lipid species with coefficient of variation <15% in QC sample were reported. Measurement of FFA was performed with a Shimadzu 20A HPLC system and a Shimadzu SIL20AC HT autosampler coupled to a 4000QTRAP mass spectrometer operated in positive multiple reaction monitoring mode. Measurement of phosphatidylcholine, diglyceride/diacylglycerol, TG, and Cer was performed with a Shimadzu 20A HPLC system and a Shimadzu SIL-20AC HT autosampler coupled to an API4000 mass spectrometer operated in positive multiple reaction monitoring mode. Data processing was conducted with Analyst 1.6.3 (AB Sciex). The relative quantification of lipids was undertaken with data reported as the peak area ratios of the analytes relative to the corresponding internal standards. DNL index, FA elongation index, and steroyl CoA desaturase (SCD) index were calculated using FA chain length and saturation parameters as previously detailed (20, 26, 27). DNL index is the ratio of FFA 16:0 to 18:2; SCD index is the ratio of (16:1 + 18:1) divided by (16:0 + 18:0); FA elongation index is the ratio of (18:0 + 18:1) divided by (16:0 + 16:1). The comparison of individual lipid species (peak area ratio) was performed using a multiple unpaired *t*-test using GraphPad Prism 9.0.0 (GraphPad Software, Inc).

### Statistical analysis

Data were analyzed using GraphPad Prism 9.0.0 by unpaired *t*-test or Mann-Whitney *U* test. For multigroup comparisons, statistical differences were determined by one-way analysis of variance and Tukey's multiple comparison post hoc test. Pearson correlation coefficients were calculated based on the hepatic TG and fibrotic area by GraphPad Prism 9.0.0. The level of significance was set at *P* < 0.05.

## Results

### *Mttp-IKO* mice fed an MCD diet exhibit reduced hepatic steatosis, inflammation, and fibrosis

Mice of both genotypes (WT littermate controls and TAM-treated *Mttp*^*f/f*^ Villin Cre ER^T2^ mice) were fed an MCD diet for 3 weeks, revealing macrovesicular steatosis (Fig. 1A) with *Mttp-IKO* mice showing ∼80% reduction (1,700 → 385 μg/mg protein) in hepatic TG content as well as reduced cholesterol and FFA (Fig. 1B). Hepatic FA species distribution was altered in *Mttp-IKO* mice with reduced abundance of polyunsaturated FAs (C18:2, 20:4) evident in both TGs and FFAs (Fig. 1C, D), with a corresponding increase in DNL, SCD, and elongation indices (Fig. 1D). An adaptive increase in hepatic DNL is consistent with our prior findings in chow-fed *Mttp-IKO* mice (11). Hepatic inflammation and fibrosis were also reduced in *Mttp-IKO* mice as evidenced by reduced Sirius red and F4/80 staining (Fig. 1E, F), despite the increase in serum transaminases (Fig. 1G) and increased intestinal permeability (Fig. 1H) in *Mttp-IKO* mice. In line with the reduced Sirius staining, hepatic collagen content was reduced greater than 4-fold in *Mttp-IKO* mice (supplemental Fig. S1). 

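Liver RNA of male mice fed MCD for 3 weeks was also sequenced as 3 pools per genotype, each made from 3 to 4 mice, so the genes measured by quantitative PCR in individual mice in Fig. 1I have a read count in each pool. The values that follow are RNA-Seq values of the pools, in CPM, counts relative to library size, scaled by edgeR's trimmed mean of M values (TMM) and given as mean ± SD (n = 3 pools), with coordinates on GRCm38. Adgre1, which encodes the macrophage antigen F4/80 (ENSMUSG00000004730, chromosome 17, 57358686 to 57483529), had 49.4 ± 16.3 CPM in control pools and 25.1 ± 5.49 CPM in *Mttp-IKO* pools (log2 fold change -0.98, standard error 0.275, adjusted p = 0.0895, edgeR). The chemokine receptor gene Cx3cr1 (ENSMUSG00000052336, chromosome 9, 119901616 to 120068283) had 9.00 ± 2.68 CPM in control pools and 1.3 ± 0.360 CPM in *Mttp-IKO* pools (log2 fold change -2.78, standard error 0.328, adjusted p = 0.0151, edgeR). Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042), which encodes a chain of type I collagen, was at 229 ± 122 CPM in control pools and 17.3 ± 4.36 CPM in *Mttp-IKO* pools (log2 fold change -3.72, standard error 0.452, adjusted p = 0.0159, edgeR). Its log2 fold change ranged from -4.10 to -3.32 when each pool was left out in turn. Acta2, which encodes smooth muscle actin (Sma; ENSMUSG00000035783, chromosome 19, 34241090 to 34255336), was at 15.6 ± 7.19 CPM in control pools and 3.84 ± 1.29 CPM in *Mttp-IKO* pools (log2 fold change -2.02, standard error 0.384, adjusted p = 0.0340, edgeR). For desmin (Des; ENSMUSG00000026208, chromosome 1, 75360329 to 75368579) the means were 33.2 ± 30.4 CPM in control pools and 6.00 ± 1.20 CPM in *Mttp-IKO* pools (log2 fold change -2.46, standard error 0.597, adjusted p = 0.0622, edgeR). The desmin value of control pool 2, 68.1 CPM, exceeded those of control pools 1 and 3 (19.1 and 12.5 CPM), and this pool also held the most RNA of striated muscle genes. Among lipogenic genes, Scd1 (ENSMUSG00000037071, chromosome 19, 44394451 to 44407709) had 342 ± 151 CPM in control pools and 1964 ± 1906 CPM in *Mttp-IKO* pools (log2 fold change 2.52, standard error 0.668, adjusted p = 0.0761, edgeR), with 4165 CPM in *Mttp-IKO* pool 3 against 813 and 915 CPM in pools 1 and 2, and its log2 fold change without pool 3 was 1.34. Scd2 (ENSMUSG00000025203, chromosome 19, 44293676 to 44306864) had 23.0 ± 4.63 CPM in control pools and 30.4 ± 2.00 CPM in *Mttp-IKO* pools (log2 fold change 0.40, standard error 0.177, adjusted p = 0.226, edgeR). Fasn (ENSMUSG00000025153, chromosome 11, 120805940 to 120824178) had 457 ± 196 CPM in control pools and 1330.5 ± 524 CPM in *Mttp-IKO* pools (log2 fold change 1.54, standard error 0.385, adjusted p = 0.0673, edgeR). In each of these 8 genes, no *Mttp-IKO* pool overlapped the control pools (exact permutation test, two-sided p = 0.1, the smallest that 3 pools against 3 allow). For Adgre1 (31.6 against 31.4 CPM) and Scd2 (28.2 against 28.4 CPM) the nearest pools of the genotypes almost touched. Over all genes tested, the differences in Cx3cr1, Col1a1 and Acta2 passed an adjusted p of 0.05; those in Adgre1, Des, Scd1, Scd2 and Fasn did not. Adjusted over the list alone, of the 46 genes named in the article and in Table S1, Adgre1 (adjusted p = 0.0140, edgeR), Des (0.00876), Scd1 (0.0111) and Fasn (0.00889) passed as well, and Scd2 (0.0774) did not. Across that list, 38 genes were lower in *Mttp-IKO* pools, 14 passed the threshold over all genes (all of them lower) and 25 passed it adjusted over the list alone (22 lower and 3 higher). The list includes genes of Fig. 2C to E that the paper drew from groups altered in this RNA-Seq, so its counts are not an independent test. The alternative that moved the count of 14 most was leaving out control pool 3 or *Mttp-IKO* pool 2, each of which left 0 genes past the threshold, with 25 and 28 genes at an unadjusted p under 0.05.

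**Figure D1:**
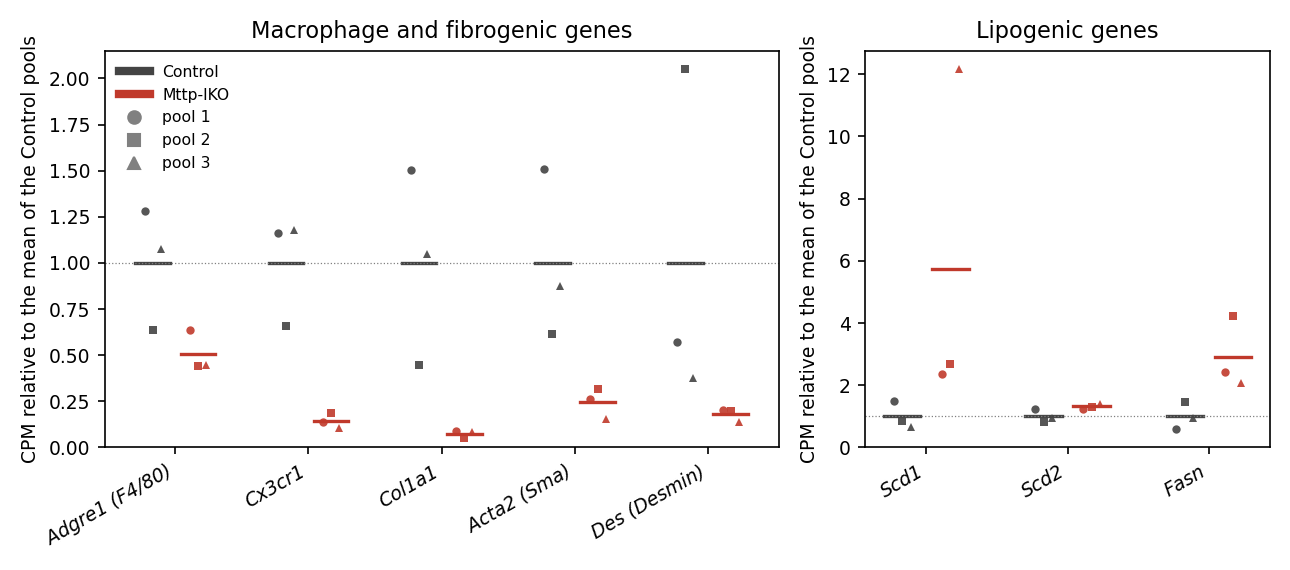
RNA-Seq CPM of macrophage, fibrogenic and lipogenic genes in each liver pool, divided by the mean of the control pools; points are pools (n = 3 per genotype), and horizontal bars give the mean. The *Mttp-IKO* pools lie below the control pools for Adgre1, Cx3cr1, Col1a1, Acta2 and Des and above them for Scd1, Scd2 and Fasn, with one *Mttp-IKO* pool far above the others for Scd1.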

Hepatic transcriptomic profiling was consistent with decreased inflammatory (F4/80 and Cx3cr1) and fibrogenic (Col1a1, Sma, and Desmin) signaling and increased DNL (Scd1, Scd2, and Fasn) in *Mttp-IKO* mice (Fig. 1I). These findings demonstrate that blocking chylomicron assembly mitigates hepatic steatosis and reduces both inflammatory and fibrogenic signaling following MCD feeding.

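In the same liver RNA pools, the genes of fibrosis, collagen and lipid synthesis were also compared as sets, using the camera test of limma on voom log2 values with a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the 13 pathway sets tested. The 10 fibrosis genes of Fig. 1I had a median log2 fold change of -2.02, with 9 of 10 lower in *Mttp-IKO* pools (adjusted p = 4.71e-08, camera). Among them Loxl1 (log2 fold change -2.32, standard error 0.299, adjusted p = 0.0175, edgeR), Mmp2 (-1.79, adjusted p = 0.0159), Mmp12 (-2.74, adjusted p = 0.0306) and Lox (-1.99, adjusted p = 0.0456) fell, while Mmp9 did not differ (0.081, adjusted p = 0.935), and its direction changed with the scaling. Of 17 collagen genes, 16 were lower in *Mttp-IKO* pools and 13 passed an adjusted p of 0.05 singly, with a median log2 fold change of -1.82 (adjusted p = 1.81e-13, camera). Col3a1 (chromosome 1, 45311538 to 45349706) fell from 275.6 ± 140 to 18.1 ± 2.62 CPM (log2 fold change -3.93, standard error 0.411, adjusted p = 0.0111, edgeR), whereas Col18a1, the most abundant of the 17, did not fall (log2 fold change 0.53, standard error 0.236, adjusted p = 0.228, edgeR). The 19 genes of fatty acid synthesis and desaturation rose together, with 17 of 19 higher and a median log2 fold change of 0.68 (adjusted p = 1.57e-06, camera), although none of them passed an adjusted p of 0.05 singly. The median of this set ran from 0.44 to 0.74 with each pool left out in turn. The preset correlation decides how many sets pass. Of the 9 other splits of the pools into 3 and 3, each of which still holds part of the difference between genotypes, 2 let more sets pass (12 and 13) than the genotypes did. Some sets therefore pass on differences between pools other than genotype. Of the 13 pathway sets, 10 passed an adjusted p of 0.05 with it, 0 with a correlation estimated from the data (3 at an unadjusted p under 0.05) and 5 with the rotation test fry. Under fry the fibrosis set (adjusted p = 0.0183) and the collagens (adjusted p = 0.0113) passed, and the fatty acid set (adjusted p = 0.0512) did not. Each direction given here for the sets was the same when each pool was left out in turn.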

**Fig. 1:**
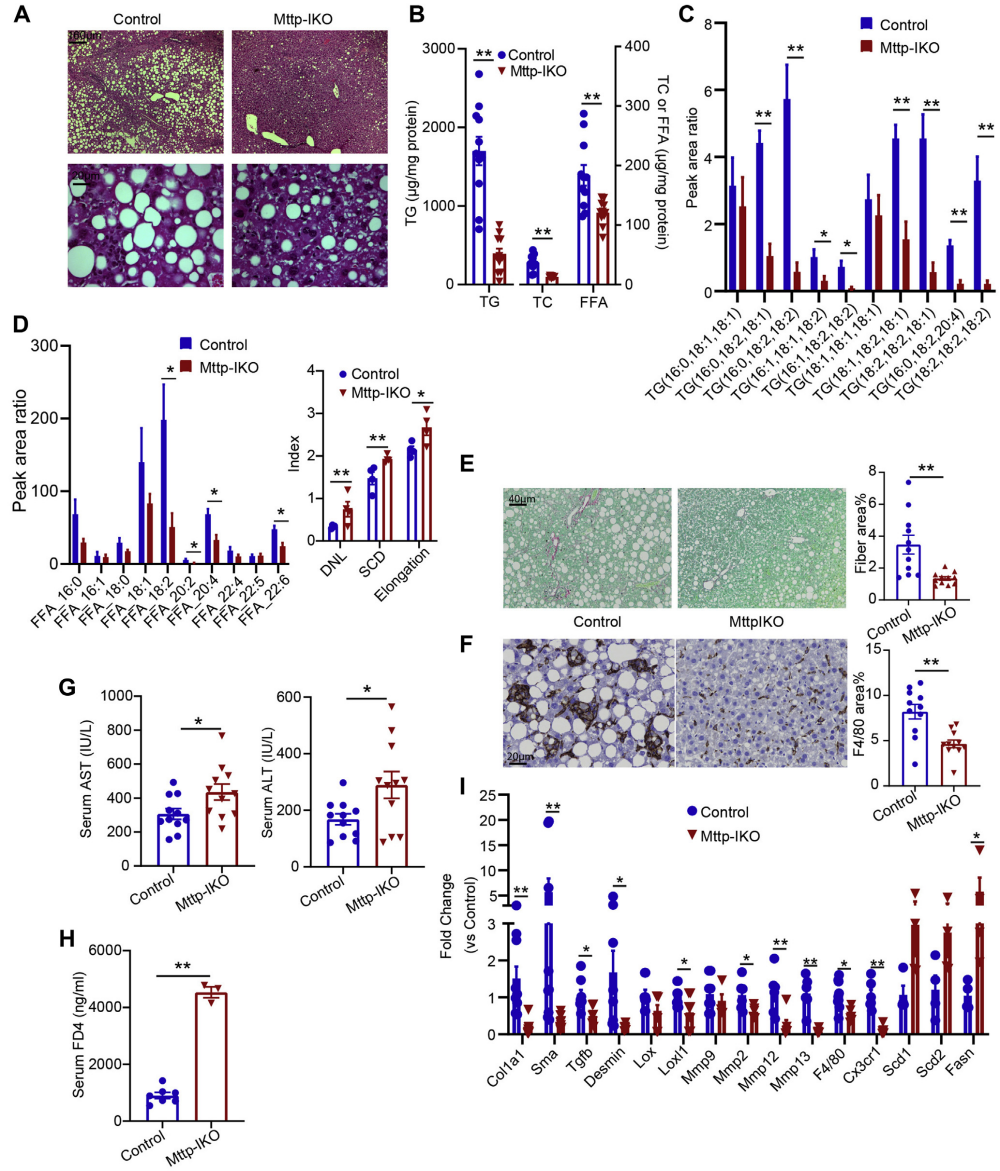
Conditional intestinal *Mttp* deletion prevents hepatic steatosis, fibrosis, and inflammation in male mice-fed MCD for 3 weeks. A: Representative images of H&E-stained liver tissue at 50× (upper panels) and 400× magnification. B: Biochemical quantitation of hepatic lipid content, including TG, FFAs, and total cholesterol (TC) (n = 11/genotype). C: Relative abundance of the most abundant TG species presented as peak area ratio (n = 4/group). D: Relative abundance of the most abundant FFA species presented as peak area ratio (left panel). Right panel shows indices of DNL, FA saturation (SCD), and elongation (n = 4/genotype) calculated from peak area of all FFA species. E: Representative images of Sirius red-stained liver tissue (200× magnification). Right panel shows quantitation of fibrotic area, expressed as percent of total tissue area (n = 11/genotype). F: Representative images of F4/80 staining (400×). Right panel shows quantitation of F4/80-stained area expressed as percent of total tissue area (n = 11/genotype). G: Serum AST (left) and ALT levels (n = 11/genotype). H: Serum FITC-dextran (FD4) levels 2 h after oral gavage (n = 3–7/genotype). I: mRNA expression of genes related to fibrosis, inflammation, and lipogenesis (n = 4–11/genotype). For all panels, data are presented as mean ± SEM, with ∗ indicating *P* < 0.05 and ∗∗ indicating *P* < 0.01. AST, aspartate aminotransferase.

### Reduced oxidative stress, c-Jun N-terminal kinase, and nuclear factor kappa B activation in *Mttp-IKO* mice-fed MCD diet

We next undertook transcriptomic profiling using RNA-Seq to understand in more detail the signaling pathways involved in mitigating inflammatory and fibrogenic injury in MCD-fed *Mttp-IKO* mice. 

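The mice carried floxed alleles of Mttp, the gene of the microsomal triglyceride transfer protein that loads lipid onto chylomicrons, and a tamoxifen-inducible Cre recombinase under the Villin promoter, which is active in the intestinal epithelium. Tamoxifen was given for 5 days, and the methionine- and choline-deficient (MCD) diet, which produces steatohepatitis in mice, began 3 weeks later and lasted 3 weeks. Livers of male mice were taken after a fast of 4 to 6 h according to the article (4 h in the sample labels), and RNA was combined into 3 control pools and 3 *Mttp-IKO* pools of 3 to 4 mice each; the sample labels speak of 12 livers. The labels call the control mice wild type, and the article describes littermates that received vehicle in place of tamoxifen. Libraries were made from RNA depleted of ribosomal RNA, and the authors aligned the reads with STAR to the Ensembl release 76 mouse assembly (GRCm38) and counted uniquely aligned, unambiguous reads per gene with featureCounts. Whether the counting used the strand is not stated, so genes that overlap on opposite strands, and genes with near-identical copies, carry more uncertainty than their errors show. The counts used here were those deposited, without normalization. The total was 36238734, 35269411 and 30330689 reads in control pools 1 to 3 and 31768087, 32487674 and 25271585 reads in *Mttp-IKO* pools 1 to 3. At these depths a gene with 0 reads in a pool can have a level of up to 0.0828 to 0.119 CPM (3 reads of the total), a limit that covers counting error only. After edgeR's default filter on low counts, 17287 genes were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. Liver Mttp itself (ENSMUSG00000028158, chromosome 3, 138089855 to 138143388), which the Villin promoter does not target, was at 150.4 ± 52.2 CPM in control pools and 145 ± 16.0 CPM in *Mttp-IKO* pools (log2 fold change -0.056, standard error 0.272, adjusted p = 0.926, edgeR). Its values per pool were 90.4, 186 and 175 CPM in control pools and 145, 129 and 161 CPM in *Mttp-IKO* pools, so liver Mttp can neither verify nor contradict the genotype labels. Between the genotypes, 694 genes had an adjusted p under 0.05, 159 of them higher and 535 lower in *Mttp-IKO* pools. In 5366 genes (31.0%) the pools of the genotypes did not overlap, where the mean over all splits of the pools into 3 and 3 is 10%. The share was not counted for each of the other splits, so how far a single split can lie from 10% is not known. Over the alternatives the count ran from 0 genes without *Mttp-IKO* pool 2 (3221 at an unadjusted p under 0.05) to 1995 genes with the DESeq2 Wald test. The pools were not alike in every respect other than genotype. *Mttp-IKO* pool 3 held 0.563% of its reads on small RNA genes, against 3.55% to 4.98% in the other pools. It also had fewer reads on mRNAs of 300 to 1000 nt and, to a lesser degree, of 1000 to 2000 nt.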

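The genes of cell division, oxidative stress and damage-associated signaling that were measured by quantitative PCR in Fig. 2C to E had the following RNA-Seq values, as mean ± SD CPM in the 3 pools of each genotype. The kinesin gene Kif23 (ENSMUSG00000032254, chromosome 9, 61917280 to 61946799) had 2.58 ± 1.18 CPM in control pools and 0.636 ± 0.21 CPM in *Mttp-IKO* pools (log2 fold change -2.00, standard error 0.467, adjusted p = 0.0568, edgeR). Aurkb, the gene of aurora kinase B (ENSMUSG00000020897, chromosome 11, 69045647 to 69051664), had 1.89 ± 0.837 CPM in control pools and 0.418 ± 0.127 CPM in *Mttp-IKO* pools (log2 fold change -2.16, standard error 0.456, adjusted p = 0.0443, edgeR). The linker histone gene Hist1h1a (ENSMUSG00000049539, chromosome 13, 23763717 to 23764358) was at 3.26 ± 1.19 CPM in control pools and 0.871 ± 0.646 CPM in *Mttp-IKO* pools (log2 fold change -1.88, standard error 0.528, adjusted p = 0.0890, edgeR), and Hist1h3d (ENSMUSG00000099583, chromosome 13, 23575763 to 23576322) at 4.35 ± 1.62 CPM in control pools and 0.875 ± 0.587 CPM in *Mttp-IKO* pools (log2 fold change -2.29, standard error 0.498, adjusted p = 0.0476, edgeR). Histone genes have near-identical copies, and only uniquely aligned reads were counted, so the reads of a single histone gene are an incomplete measure of it. Adjusted over the list alone, Kif23 (adjusted p = 0.00754, edgeR) and Hist1h1a (0.0140) also passed 0.05. The paper drew the genes of Fig. 2C to E from groups altered in this same RNA-Seq, so passing over the list alone is not independent support for them. Hmox1, the gene of heme oxygenase 1 (ENSMUSG00000005413, chromosome 8, 75093591 to 75100596), had 134 ± 62.0 CPM in control pools and 81.0 ± 29.5 CPM in *Mttp-IKO* pools, a difference within the spread of the pools (log2 fold change -0.73, standard error 0.392, adjusted p = 0.309, edgeR). Gss, the gene of glutathione synthetase (ENSMUSG00000027610, chromosome 2, 155563181 to 155592810), had 89.4 ± 4.00 CPM in control pools and 85.4 ± 18.2 CPM in *Mttp-IKO* pools (log2 fold change -0.065, standard error 0.182, adjusted p = 0.863, edgeR), and its direction changed when *Mttp-IKO* pool 3 was left out. In the same group Gpx1 (-1.18, adjusted p = 0.0228, edgeR) and Gpx7 (-1.63, adjusted p = 0.0344) fell by more than the spread of the pools. Gpx1 no longer passed 0.05 once the trend with gene length and GC content was removed (-0.91, adjusted p = 0.0729, edgeR). For Tnf (Tnfa; ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) the means were 1.96 ± 0.212 CPM in control pools and 0.601 ± 0.342 CPM in *Mttp-IKO* pools (log2 fold change -1.68, standard error 0.444, adjusted p = 0.0760, edgeR); adjusted over the list alone, its adjusted p was 0.0111. Of the Toll-like receptor genes of Fig. 2E, Tlr12 (ENSMUSG00000062545, chromosome 4, 128615446 to 128618619) fell the most, from 20.2 ± 3.53 to 5.94 ± 1.95 CPM (log2 fold change -1.76, standard error 0.279, adjusted p = 0.0223, edgeR). Tlr4 (-0.56, adjusted p = 0.255, edgeR) and Tlr7 (-0.57, adjusted p = 0.222) were lower on average with pools that overlapped between genotypes. S100a4 (ENSMUSG00000001020, chromosome 3, 90603770 to 90606045) had 2.86 ± 1.05 CPM in control pools and 0.755 ± 0.662 CPM in *Mttp-IKO* pools (log2 fold change -1.89, standard error 0.828, adjusted p = 0.222, edgeR). *Mttp-IKO* pool 3, which is low in mRNAs of this length (587 nt), gave 0 reads on S100a4 (a level of up to 0.119 CPM), and pools 1 and 2 gave 32 and 36 reads. S100a10 (ENSMUSG00000041959, chromosome 3, 93555080 to 93564643) had 49.3 ± 2.77 CPM in control pools and 24.3 ± 16.8 CPM in *Mttp-IKO* pools (log2 fold change -1.02, standard error 0.410, adjusted p = 0.190, edgeR), with 43.7 CPM in *Mttp-IKO* pool 1 and 14.7 and 14.4 CPM in pools 2 and 3. Without pool 1 its adjusted p was 0.0264 (edgeR). By panel, 2 of the 5 genes of Fig. 2C, 2 of the 7 of Fig. 2D and 2 of the 13 of Fig. 2E passed an adjusted p of 0.05 over all genes, and 5, 2 and 4 did so adjusted over the list alone.

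**Figure D2:**
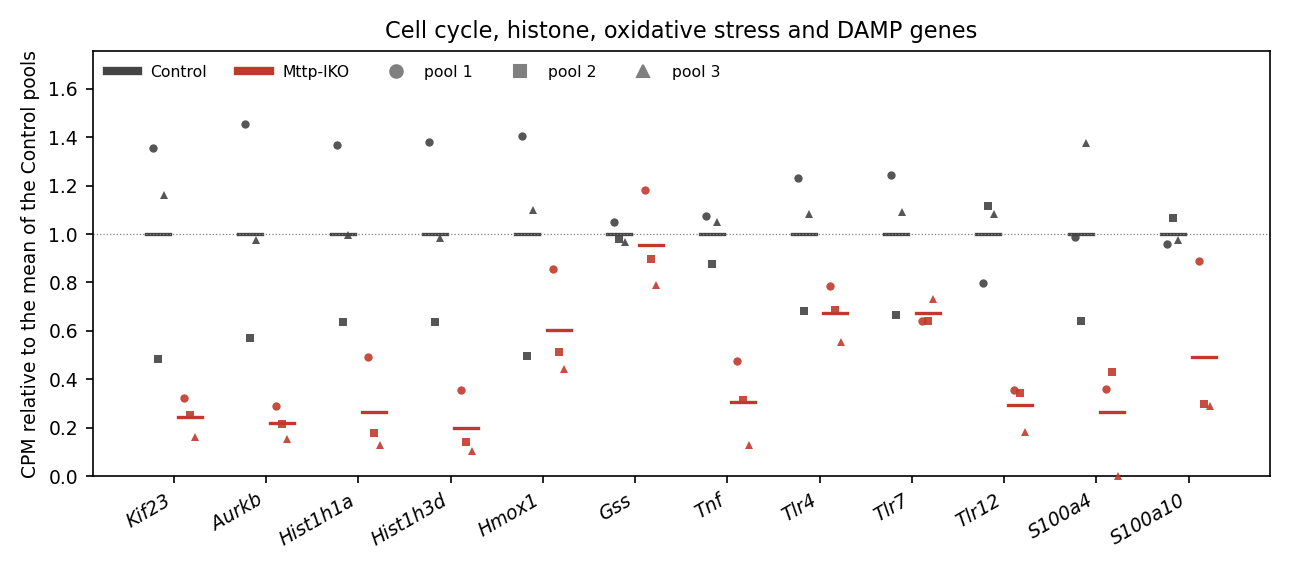
RNA-Seq CPM of genes of cell division, oxidative stress and damage-associated signaling in each liver pool, divided by the mean of the control pools; points are pools (n = 3 per genotype), and horizontal bars give the mean. Kif23, Aurkb, Hist1h1a, Hist1h3d, Tnf, Tlr12, S100a4 and S100a10 show no overlap between genotypes, whereas the pools overlap for Hmox1, Gss, Tlr4 and Tlr7.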

Heat map and STRING analysis (Fig. 2A, B) revealed several groups of altered mRNAs including histone modifiers and cell cycle genes (Kif23, Aurkb, Hist1h1a, and Hist1h3d; Fig. 2C), oxidative stress modifiers (Hmox1 and Gss; Fig. 2D), and damage-associated molecular pathways/inflammatory signaling genes (Tnfa, Tlr4, Tlr7, Tlr12, S100A4, and S100A10; Fig. 2E). We further confirmed a role for altered inflammatory signaling through c-Jun N-terminal kinase (JNK) and nuclear factor kappa B (NF-κB)-related pathways, demonstrating reduced activation (decreased phospho-JNKp46, p54, and phosphorylated NF-κB; Fig. 2F). Similarly, we found reduced TBARS in MCD-fed *Mttp-IKO* mice, without a change in overall antioxidative capacity as evidenced by the glutathione/GSSG ratio (Fig. 2G). Those findings, coupled with the aforementioned observations, suggest that blocking chylomicron assembly in MCD-fed *Mttp-IKO* mice reduces hepatic steatosis and mitigates inflammatory and fibrogenic signaling through a combination of pathways, including altered cell signaling, damage-associated molecular pathway, and oxidative stress pathways.

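Taken as sets, the genes behind these pathways gave the following differences between the 3 *Mttp-IKO* and 3 control pools, by the camera test described for the fibrosis genes. The 28 cell division genes tested, which were those legible in Fig. 2B and further genes of mitosis, were all lower in *Mttp-IKO* pools, with a median log2 fold change of -1.93 (adjusted p = 1.81e-13, camera). Fig. 2B was drawn from genes with a log fold change of −2 or lower in this same RNA-Seq. Genes taken from it were chosen for being lower, so this fall and its adjusted p partly restate that choice. The other sets taken from Fig. 2 share this limit to the extent that their genes came from the network. All 43 replication-dependent histone genes tested were lower as well, with a median of -1.81 (adjusted p = 1.81e-13, camera), though only 2 of them passed an adjusted p of 0.05 singly and reads shared between copies were not counted. The size of this fall rests in part on *Mttp-IKO* pool 3, which is low in short mRNAs such as Hist1h3d (560 nt). The set mean was -0.13 on the log2 scale in that pool, and 2.19 and 1.47 in *Mttp-IKO* pools 1 and 2. Without pool 3 the histone median was -1.16, with 41 of 43 lower. With the trend with gene length and GC content removed and every pool kept, it was -1.67. Of the 13 genes of damage-associated signaling and inflammation in Fig. 2E, 12 were lower, with a median of -0.74 (adjusted p = 6.02e-05, camera). Tlr9 (log2 fold change -1.57, standard error 0.303, adjusted p = 0.0351, edgeR) was among them, and Hmgb1 (0.11, adjusted p = 0.714, edgeR) was the gene that was not lower. The median of this set ran from -1.44 to -0.59 with each pool left out in turn. Of 8 oxidative stress genes, 7 were lower, with a median of -0.68 (adjusted p = 0.00200, camera), and Sod2 was the exception (0.053, adjusted p = 0.879, edgeR). Sod1 (-0.45) was low in *Mttp-IKO* pool 3 alone, the pool with few reads on mRNAs of its length. Under fry, cell division (adjusted p = 0.0423) and oxidative stress (adjusted p = 0.0113) passed 0.05, and the histones (adjusted p = 0.101) and the damage-associated set (adjusted p = 0.0565) did not. From the lower expression of these groups of genes, the lower phosphorylation of JNK and NF-κB (Fig. 2F) and the lower TBARS (Fig. 2G), together with the histology and lipid content of Fig. 1, the paper proposes that loss of chylomicron assembly lessens steatosis, inflammation and fibrosis by several routes at once, among them cell signaling, damage-associated pathways and oxidative stress.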

**Fig. 2:**
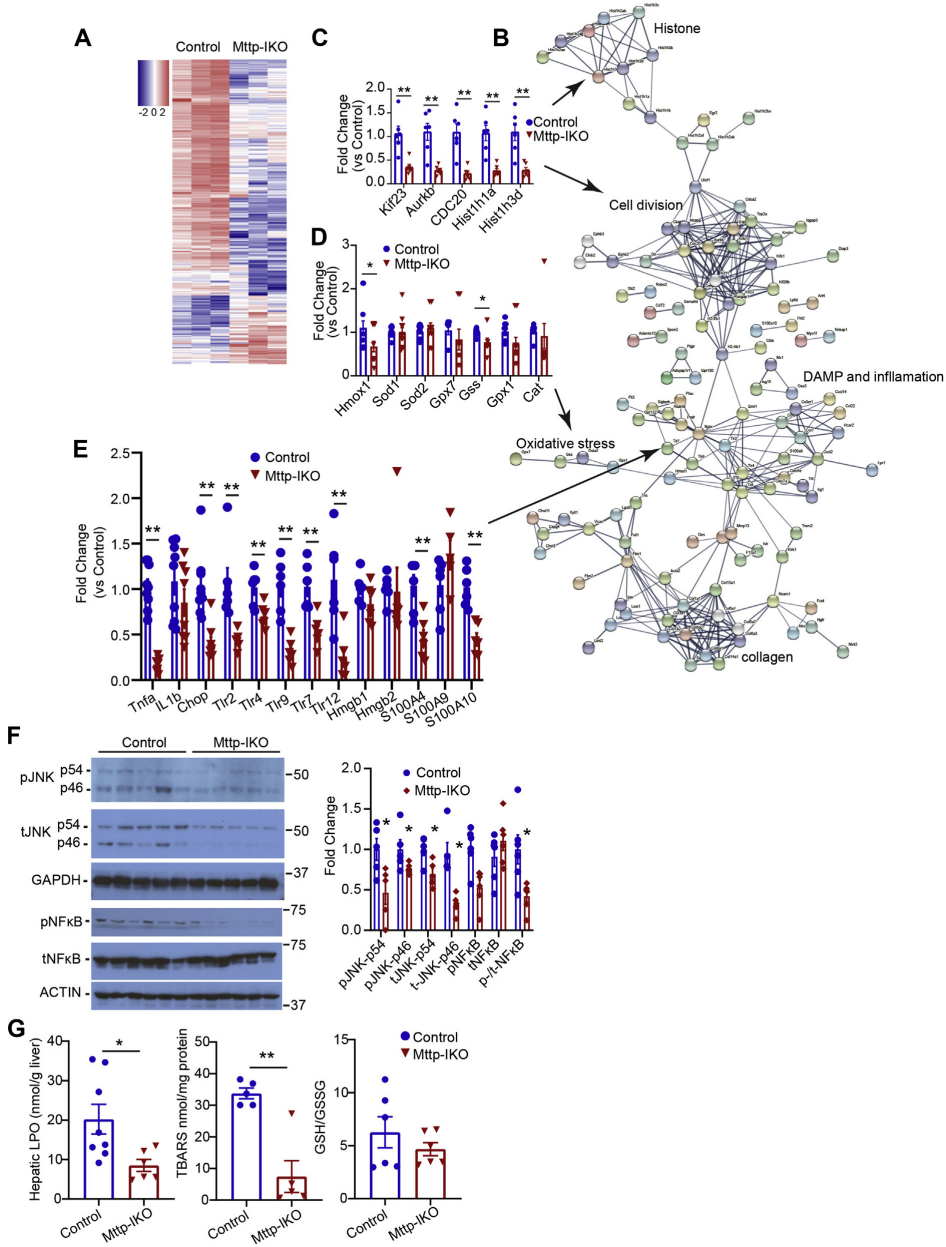
Intestinal *Mttp* deletion attenuates expression of liver damage-associated molecular patterns (DAMPs) and oxidative stress induced by MCD feeding in male mice. A: Heat map of 290 differentially expressed genes (log fold change [FC] ≥ ±2) in control and *Mttp-IKO* liver. B: STRING analysis of 205 differentially expressed genes with log (FC) ≤ −2 showing enriched pathways. C–E: Quantitative PCR validation of gene clusters involved in cell division (C), oxidative stress (D), and DAMP and inflammation (E) associated STRING pathways. F: Expression of total and phosphorylated JNK and NF-κB proteins in control and *Mttp-IKO* liver tissue. A representative Western blot (left) and quantitation of protein levels relative to controls after normalization to loading controls (GAPDH or ACTIN) are shown. G: Biochemical determination of hepatic lipid hydroperoxide (LPO, left panel) and TBARS (middle) levels. Right panel shows ratio of GSH to GSSG. For all bar graphs, data are presented as mean ± SEM, with n = 4–9/genotype. ∗*P* < 0.05 and ∗∗*P* < 0.01.

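With an adjusted p under 0.05 and a log2 fold change of at least 2 in size, 189 genes differed between the 3 control and 3 *Mttp-IKO* pools, 35 of them higher and 154 lower in *Mttp-IKO* pools. The article's text names neither the base of the logarithm nor a threshold on p for its heat map, so log2 and the adjusted p were choices made here. The count of such genes was 0 without *Mttp-IKO* pool 2, 19 without control pool 1, 21 without control pool 3, 29 without *Mttp-IKO* pool 1, 199 without *Mttp-IKO* pool 3 and 285 without control pool 2. The thresholds gave from 5 genes at an adjusted p under 0.01 to 601 with a log2 fold change of at least 1 in size. Among genes with an average log2 CPM of at least 1 and no overlap between genotypes, the 5 with the largest rise were Cyp3a41b, Cyp3a41a, Cyp2c69, Fam19a2 and Cxcl13. Cyp3a41a (chromosome 5, 145694060 to 145720136) had 1.5 ± 0.834 CPM in control and 38.1 ± 21.1 CPM in *Mttp-IKO* pools (log2 fold change 4.68, standard error 0.646, adjusted p = 0.0181, edgeR), and its close paralog Cyp3a41b on the same chromosome had 0.180 ± 0.197 CPM in control and 6.52 ± 3.16 CPM in *Mttp-IKO* pools (log2 fold change 5.22, adjusted p = 0.0181, edgeR). Reads that fit both genes were not counted. Cyp2c69 (chromosome 19, 39842660 to 39886769), also of a family of similar genes, had 0.214 ± 0.0814 CPM in control and 5.51 ± 1.26 CPM in *Mttp-IKO* pools (log2 fold change 4.67, standard error 0.371, adjusted p = 0.00656, edgeR). Fam19a2 (chromosome 10, 123264076 to 123741204) had 0.159 ± 0.0323 CPM in control and 3.82 ± 0.607 CPM in *Mttp-IKO* pools (log2 fold change 4.56, standard error 0.343, adjusted p = 0.00656, edgeR). The chemokine gene Cxcl13 (chromosome 5, 95956928 to 95961067) had 0.945 ± 0.644 CPM in control and 21.4 ± 19.7 CPM in *Mttp-IKO* pools (log2 fold change 4.5, standard error 0.861, adjusted p = 0.0346, edgeR), with values from 4.36 to 43.0 CPM between the *Mttp-IKO* pools.

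**Figure D3:**
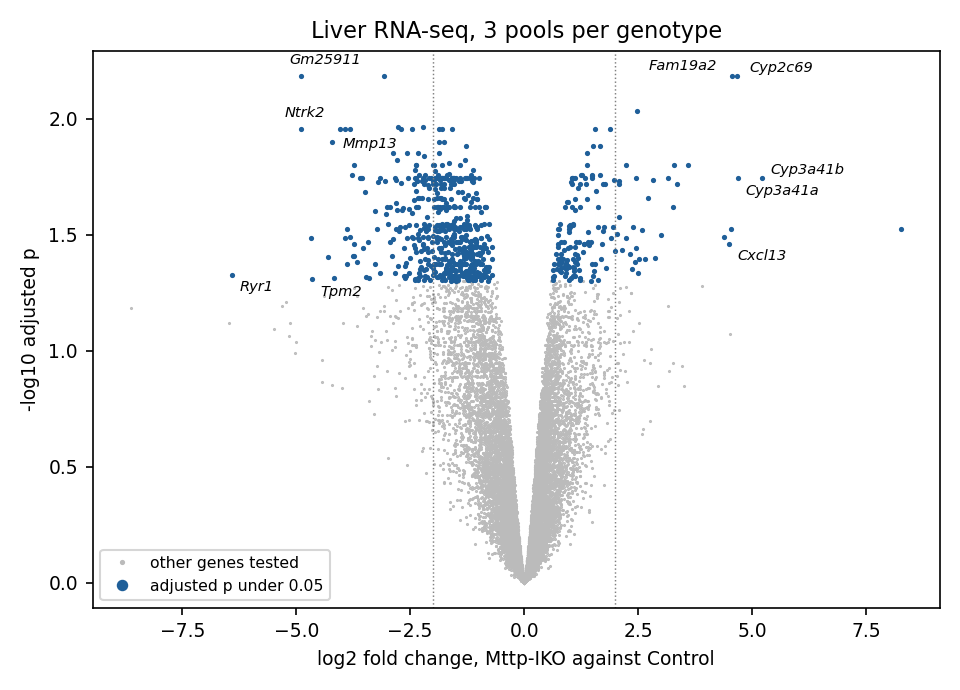
Log2 fold change (*Mttp-IKO* against control, horizontal axis) and −log10 of the adjusted p (vertical axis) of each of the 17287 genes tested; points are genes, blue points have an adjusted p under 0.05, and dotted lines mark the thresholds on the fold change. The 5 genes with the largest rise and the 5 with the largest fall among well-expressed genes are labelled, and more of the genes past both thresholds lie on the side of lower expression (154) than of higher expression (35).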

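The same thresholds on the lower side, an adjusted p under 0.05 and a log2 fold change of −2 or lower, left the 154 genes counted for the heat map. The largest falls among genes with an average log2 CPM of at least 1 and no overlap between genotypes were those of Ryr1, Gm25911, Ntrk2, Tpm2 and Mmp13. Mmp13, which encodes a collagenase (ENSMUSG00000050578, chromosome 9, 7272514 to 7283333), fell from 5.25 ± 1.88 to 0.285 ± 0.129 CPM (log2 fold change -4.22, standard error 0.459, adjusted p = 0.0126, edgeR). The neurotrophin receptor gene Ntrk2 (ENSMUSG00000055254, chromosome 13, 58806596 to 59133970) fell from 17.1 ± 6.34 to 0.595 ± 0.436 CPM (log2 fold change -4.89, standard error 0.509, adjusted p = 0.0111, edgeR). Its log2 fold change ranged from -5.61 to -4.53 with each pool left out in turn. Gm25911 (ENSMUSG00000088246, chromosome 1, 167340369 to 167340424), annotated as a microRNA gene of 56 nt, fell from 162 ± 52.0 to 5.50 ± 1.97 CPM (log2 fold change -4.89, standard error 0.369, adjusted p = 0.00656, edgeR). It is one of 6 annotated genes of nearly the same sequence, so its reads are an uncertain measure of any single copy. Ryr1 (ENSMUSG00000030592, chromosome 7, 29003340 to 29125151) and Tpm2 (ENSMUSG00000028464, chromosome 4, 43514711 to 43523765) are genes of striated muscle, and their fall rests on uneven control pools. Ryr1 had 14.5, 85.1 and 1.56 CPM in control pools 1 to 3 and 0.387 ± 0.0834 CPM in *Mttp-IKO* pools (log2 fold change -6.42, standard error 1.39, adjusted p = 0.0471, edgeR). Tpm2 had 12.1, 82.6 and 6.06 CPM in control pools 1 to 3 and 1.32 ± 0.737 CPM in *Mttp-IKO* pools (log2 fold change -4.64, standard error 1.03, adjusted p = 0.0493, edgeR). In control pool 2, 24 of 24 listed genes of striated muscle had their highest value.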

### Conditional intestinal *Mttp* deletion reverses steatosis but not inflammation or fibrosis in MCD-fed mice

Based on the aforementioned demonstration that blocking chylomicron assembly produced a significant effect on the development of hepatic steatosis and inflammatory-fibrogenic signaling, we asked if conditional intestinal *Mttp* deletion would also reverse those phenotypes, once established. We fed groups of *Mttp*^*f/f*^ Villin Cre ER^T2^ mice an MCD diet for 5 weeks to induce steatosis, inflammation, and fibrosis (Fig. 3A) and then treated mice with either TAM or vehicle and studied them after a further 10 days of MCD feeding. Even this short period of blocked chylomicron assembly produced >90% reduction in hepatic TG content (Fig. 3B), which was accompanied by an increase in both fibrosis (Fig. 3C) and hydroxyproline content (28 ± 2 → 69 ± 10 μg/mg protein; *P* < 0.01) despite decreased F4/80 staining (Fig. 3D). TG FA distribution showed a similar shift as noted previously in MCD-fed *Mttp-IKO* mice (compare Fig. 3E with Fig. 1C), along with increased DNL (Fig. 3E, F). Transcriptomic markers of fibrogenic (Col1a1, Sma, Tgfb, and Desmin) and inflammatory signaling genes (Tnfa and Loxl1) showed inconsistent changes with either a decrease or no change in MCD-fed *Mttp-IKO* mice (Fig. 3F), whereas markers of JNK and NF-κB signaling likewise were decreased or unchanged (Fig. 3G). In addition, markers of hepatic inflammation (ALT and aspartate aminotransferase) and intestinal permeability were increased in MCD-fed *Mttp-IKO* mice (Fig. 3H, I). Those findings suggest that short-term (10 days) induction of blocked chylomicron assembly in the setting of established steatosis and fibrosis produces substantial reductions in hepatic TG but no consistent improvement in inflammatory or fibrogenic signaling. The relatively brief time frame for this intervention raised the possibility that resolution of the inflammatory and fibrogenic signaling components of liver injury with MCD feeding might require an extended period following reduction of hepatic steatosis.

**Fig. 3:**
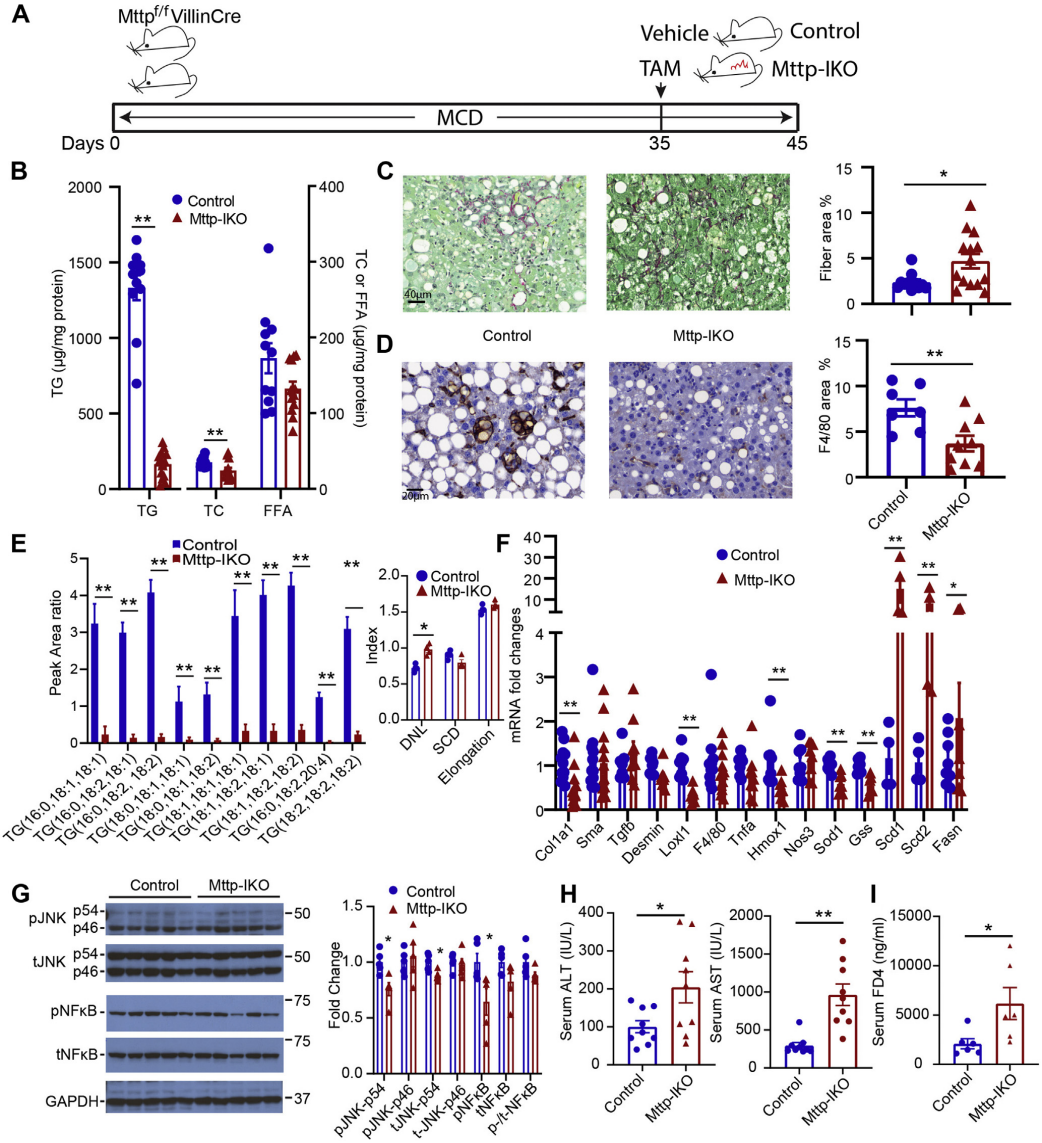
Short-term (10 days) intestinal *Mttp* deletion mitigates hepatic steatosis but not fibrosis. A: Schematic diagram of experimental design. B: Biochemical quantitation of hepatic lipid content (n = 11–13/genotype). C: Representative images of Sirius red-stained liver tissue (200×) and quantitation of fibrotic area (right panel, n = 11–13/genotype; both male and female mice). D: Representative images of hepatic F4/80 staining (400×) and quantitation of F4/80-stained area (right panel, n = 7–9/genotype; both male and female mice). E: Relative abundance of the most abundant TG species presented as peak area ratio, with DNL, SCD, and elongation indices calculated from all TG species shown on right (n = 4/genotype). F: mRNA expression of genes related to fibrosis, inflammation, and lipogenesis (n = 7–13/genotype). G: Expression of total and phosphorylated JNK and NF-κB proteins in control and *Mttp-IKO* liver tissue. Representative Western blot (left) and quantitation of relative protein levels are shown, with levels of GAPDH as a loading control. H: Serum ALT (left) and AST levels (n = 9/genotype). I: Serum FITC-dextran (FD4) levels 2 h after oral gavage (n = 6/genotype). For all panels, data are presented as mean ± SEM. ∗*P* < 0.05 and ∗∗*P* < 0.01.

Based on those possibilities, we next asked if extending the time following induction of blocked chylomicron assembly would permit further resolution of the inflammatory/fibrogenic injury phenotype. Our initial studies extending the period following TAM administration with *Mttp-IKO* mice consuming an MCD diet revealed continued weight loss and increased lethality (data not shown). To circumvent this problem, we elected to feed groups of *Mttp*^*f/f*^ Villin Cre ER^T2^ mice an MCD diet for 5 weeks, then switched them to regular chow with either TAM or vehicle administration, and studied them after a further 4 weeks (Fig. 4A). Weight gain resumed in both groups upon switching to chow, although lower in *Mttp-IKO* versus control mice (supplemental Fig. S2A). Both groups demonstrated reduction in hepatic TG content after 4 weeks of chow feeding, but hepatic TG was again lower in *Mttp-IKO* versus control mice (Fig. 4B). Fibrosis, assessed by Sirius red staining and histopathologic review, was no different between groups (Fig. 4C) nor was there a difference in F4/80 staining (Fig. 4D). The TG FA species distribution again recapitulated findings from earlier studies (Figs. 1C, 3E), and DNL, SCD, and FA elongation indices were all increased in *Mttp-IKO* mice (Fig. 4E). In addition, we observed an increase in both total hepatic Cer content as well as in 16:0, 18:0, 18:1, and 24:1 species in *Mttp-IKO* mice, with a relative decrease in 20:0 and 22:0 species (Fig. 4F). Those changes were further extended with transcriptomic profiles showing increased mRNA abundance of CerS4, CerS5, CerS6 (Fig. 4F, right panel) as well as Scd1, Scd2, and Fasn in livers of *Mttp-IKO* mice (Fig. 4G). By contrast, other parameters of inflammatory (Tnfa and Loxl1) and fibrogenic (Col1a1, Sma, and Tgfb) signaling were no different by genotype (Fig. 4G) nor were there differences by genotype in JNK and NF-κB signaling (Fig. 4H). Those findings suggest that those signaling pathways identified previously in the preventive experiments (Figs. 1I, 2A–E) were not modified in the setting of conditionally impaired chylomicron assembly following established steatosis and fibrosis. As in the preventive experiments (Fig. 1G, H), serum ALT and FD-4 levels were increased in *Mttp-IKO* mice following reversal to chow, suggesting hepatocyte injury and impairment of intestinal barrier function (Fig. 4I, J), as well as upregulated expression of a subset of immune response genes (supplemental Fig. S3A).

**Fig. 4:**
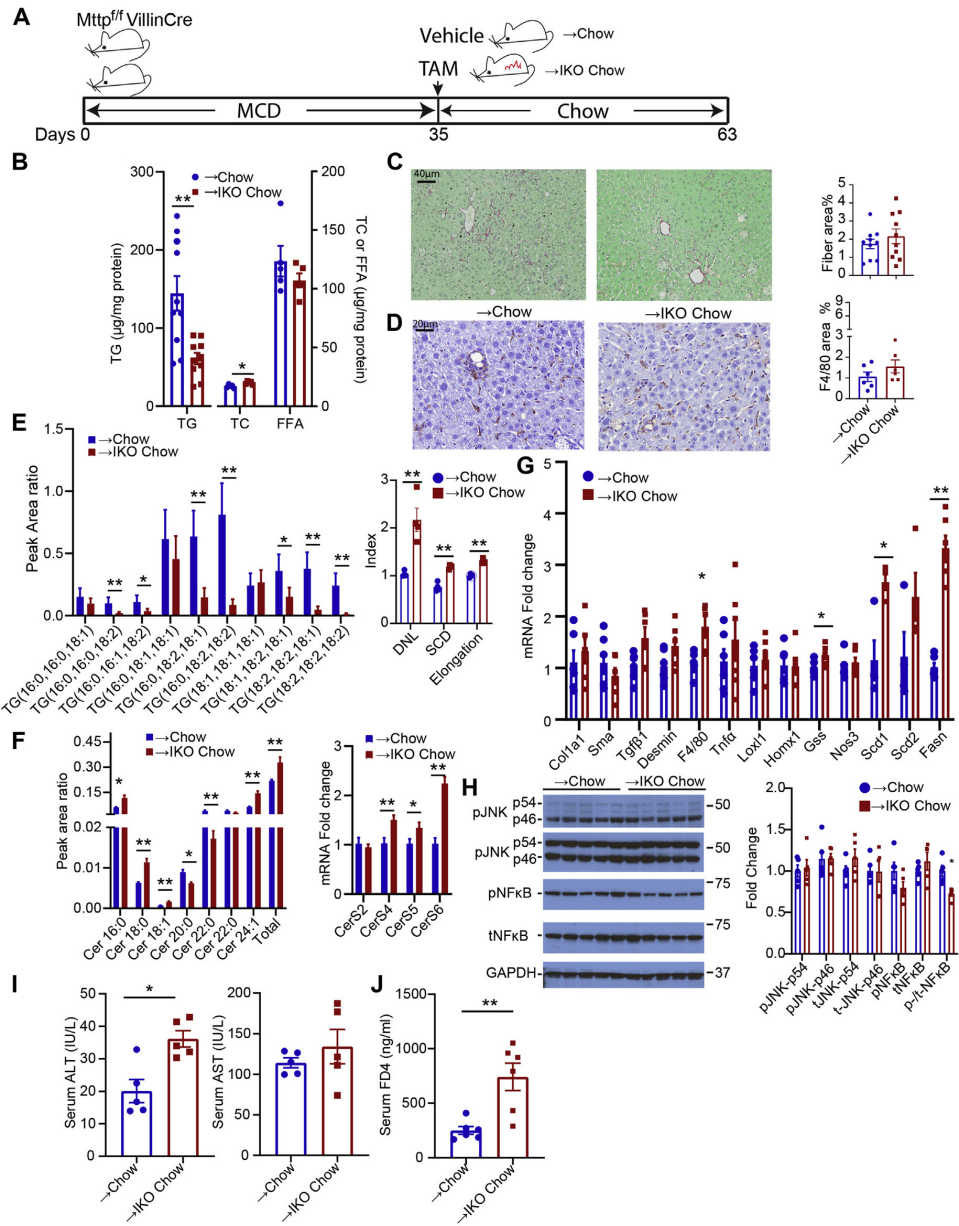
Switching from MCD to chow reverses steatosis but not inflammatory or fibrogenic signaling in male mice with intestinal *Mttp* deletion. A: Schematic diagram of experimental design. B: Biochemical quantitation of hepatic lipid content (n = 5–10/genotype). C: Representative images of Sirius red-stained liver tissue (200×) and quantitation of fibrotic area (right panel, n = 10/genotype). D: Representative images of hepatic F4/80 staining (400×) and quantitation of F4/80-stained area (right panel, n = 6/genotype). E: Relative abundance of the most abundant TG species presented as peak area ratio (n = 4/group). Right panel shows indices of lipogenesis (DNL), saturation, and elongation calculated from the relative abundance of all TG species. F: Relative abundance of hepatic ceramide (Cer) species, with total Cer peak area ratio shown on the far right. Right panel shows mRNA expression of Cer synthase isoforms in liver tissue. G: mRNA expression of genes related to fibrosis, inflammation, and lipogenesis (n = 6/genotype). H: Levels of total and phosphorylated JNK and NF-κB protein in →chow and →IKO chow liver tissue. A representative immunoblot and quantitation of relative expression are shown, with GAPDH presented as a loading control. n = 5/genotype (I) serum ALT (left) and AST levels. n = 5/genotype. J: Serum FITC-dextran FD4 levels 2 h after oral gavage. For all bar graphs, ∗*P* < 0.05 and ∗∗*P* < 0.01.

### Conditional intestinal *Mttp* deletion reverses steatosis but not inflammation or fibrosis in HFFC-fed mice

We next turned to an alternative dietary model of NAFLD/NASH with inflammation and fibrosis, using a HFFC model, which has been utilized in various subtle iterations by several investigators (19, 20, 28, 29, 30). After 10 weeks of feeding, groups of *Mttp*^*f/f*^ Villin Cre ER^T2^ mice were either maintained on HFFC as control or transitioned to a regular chow diet with (+TAM) or without (+vehicle) induction of intestinal *Mttp* deletion for a further 4 weeks. As shown in Fig. 5A, 14 weeks of HFFC feeding induced gross macrovesicular steatosis and periportal and pericentral fibrosis (Fig. 5C), along with diffuse F4/80 staining (Fig. 5E). Upon switching to a chow diet, we observed weight loss in *Mttp-IKO* mice (supplemental Fig. S2B). Groups of *Mttp*^*f/f*^ Villin Cre ER^T2^ (vehicle injected and control) and *Mttp-IKO* mice transitioned to a chow diet for 4 weeks showed a striking reduction in hepatic steatosis (Fig. 5A), with a greater reduction in *Mttp-IKO* mice (1,200 ± 153 → 294 ± 34 control vs. 102 ±15 μg/mg protein in *Mttp-IKO*), and a concomitant decrease in hepatic content of TG, cholesterol, and FFA (Fig. 5B). However, despite the reversal of hepatic steatosis in both groups, there were no significant changes in fibrosis—as assessed by either Sirius staining (Fig. 5C) or hepatic hydroxyproline content (Fig. 5D). Likewise, there was no significant change in F4/80 staining in either of the groups switched to chow (Fig. 5E). There were differential shifts in TG FA species in *Mttp*^*f/f*^ Villin Cre ER^T2^ (vehicle injected and control) and *Mttp-IKO* mice transitioned to a chow diet (Fig. 5F), predominantly involving polyunsaturated FA species. In addition, and similar to the adaptations observed previously in MCD-fed mice, indices of DNL, SCD, and FA elongation were all increased in chow-*Mttp-IKO* mice (Fig. 5G). Total hepatic Cer content was also higher in HFFC-fed mice transitioned to chow with induction of *Mttp-IKO*, with selective increases in C16:0, C18:0, and C24:1 ceramides in chow-*Mttp-IKO* mice (Fig. 5H). In line with the changes in hepatic Cer content, mRNA expression of hepatic CerS6 was increased in chow-fed *Mttp-IKO* mice (Fig. 5I).

**Fig. 5:**
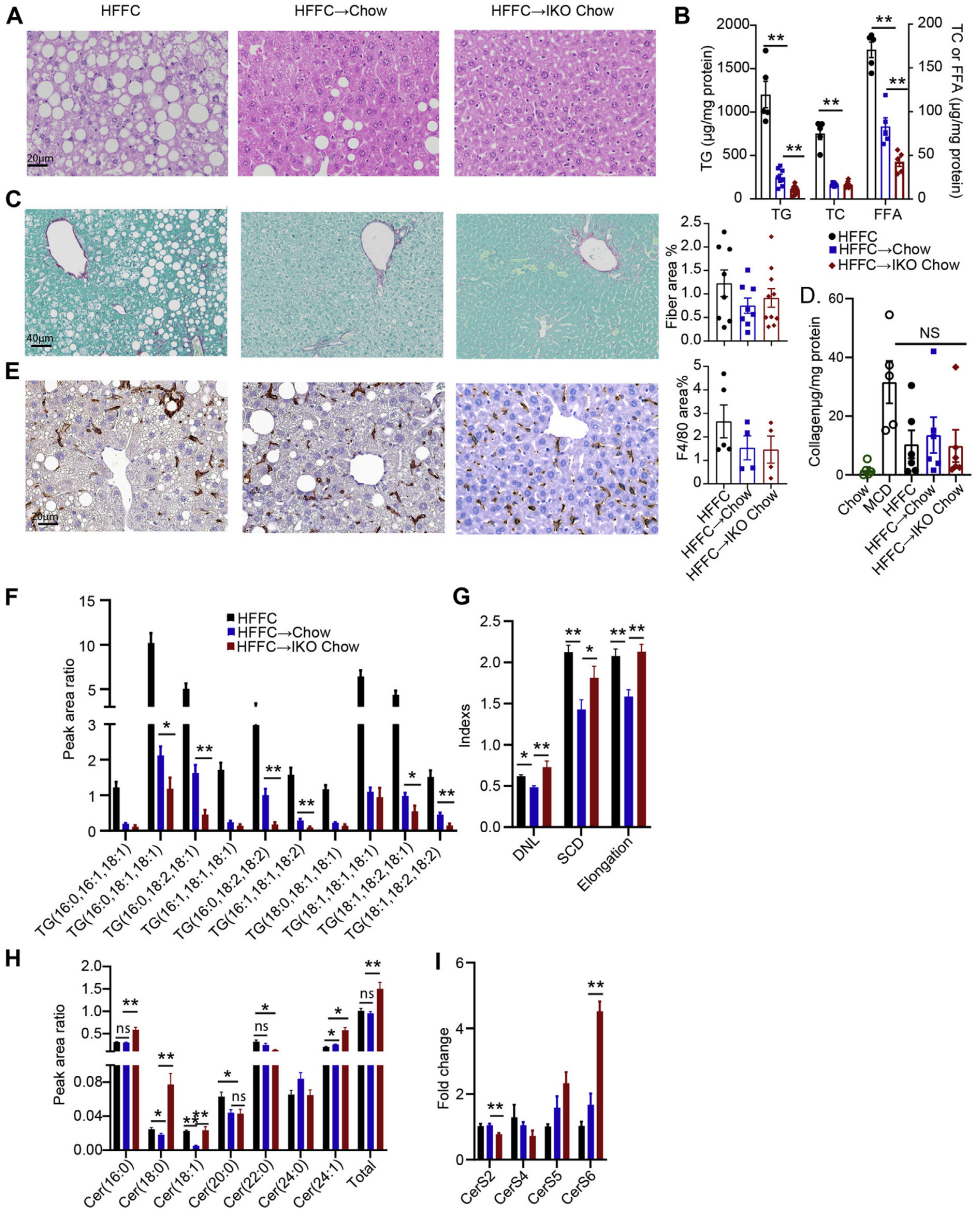
Switching from HFFC to chow diet reverses steatosis but not inflammatory or fibrogenic signaling in male *Mttp-IKO* mice. Abbreviations for all panels: HFFC, mice fed HFFC for 14 weeks; HFFC → chow, mice fed HFFC for 10 weeks and then chow for 4 weeks; HFFC → IKO chow, mice fed HFFC for 10 weeks and then chow for 4 weeks concomitant with induction of intestinal *Mttp* deletion. A: Representative images of H&E-stained liver tissue (400×). B: Biochemical quantitation of hepatic lipid content, n = 5–10/group. C: Representative images of Sirius red-stained liver tissue (200×), with quantitation of fibrotic area (right panel, n = 8–10/group). D: Collagen content determined by hydroxyproline detection and normalized to protein content, n = 4–5/group. E: Representative images of F4/80 staining (400×), with quantitation of F4/80-stained area shown at right (n = 4–5/group). F: Relative abundance of the most abundant TG species presented as peak area ratio (n = 5/group). G: Indices of DNL, saturation (SCD), and elongation calculated from peak area of all TG species (n = 5/group). H: Relative abundance of hepatic ceramide (Cer) species, with total Cer peak area ratio shown on the far right (n = 5/group). I: mRNA expression of hepatic Cer synthase isoforms (n = 5/group). For all panels, ∗*P*< 0.05 and ∗∗*P* < 0.01.

We found no changes in hepatic TBARS in any of the groups fed HFFC diet (Fig. 6A), in contrast to the findings in MCD-fed mice. Similarly, there was no change in serum ALT across the HFFC-fed groups (Fig. 6B). Intestinal permeability was increased in *Mttp*^*f/f*^ Villin Cre ER^T2^ mice fed HFFC, which was reversed upon transition to chow (Fig. 6C), whereas chow-fed *Mttp-IKO* mice exhibited a continued increase in intestinal permeability (Fig. 6C). Hepatic transcriptomic profiling revealed a nonsignificant trend to increased Col1a1 and increased Tgfb, and Desmin mRNA abundance in chow-fed *Mttp-IKO* mice, along with increased F4/80 mRNA (Fig. 6D). We also observed alterations in a subset of hepatic immune response gene in chow-fed *Mttp-IKO* mice (supplemental Fig. S3B). Consistent with the increased DNL index, *Mttp-IKO* mice also exhibited increased Fasn expression (Fig. 6D). Parameters of JNK and NF-κB activation were not significantly different by genotype in either group transitioned to chow diet (Fig. 6E). These findings, considered together with the histologic and aforementioned lipidomic data, suggest two major conclusions. First, the inflammatory signaling and fibrosis accompanying HFFC feeding is less severe than observed with MCD feeding, and second, despite almost complete resolution of hepatic steatosis, there is ongoing inflammatory and fibrogenic signaling that perpetuates the underlying injury phenotypes. We found that hepatic steatosis, reflected by hepatic TG content, was positively correlated (as expected) with development of fibrosis in animals fed an MCD diet (Fig. 7A). However, over a >50–90-fold range of hepatic TG, there was no correlation between hepatic steatosis and fibrosis following the reversal interventions in either MCD-fed or HFFC-fed mice (Fig. 7B, C).

**Fig. 6:**
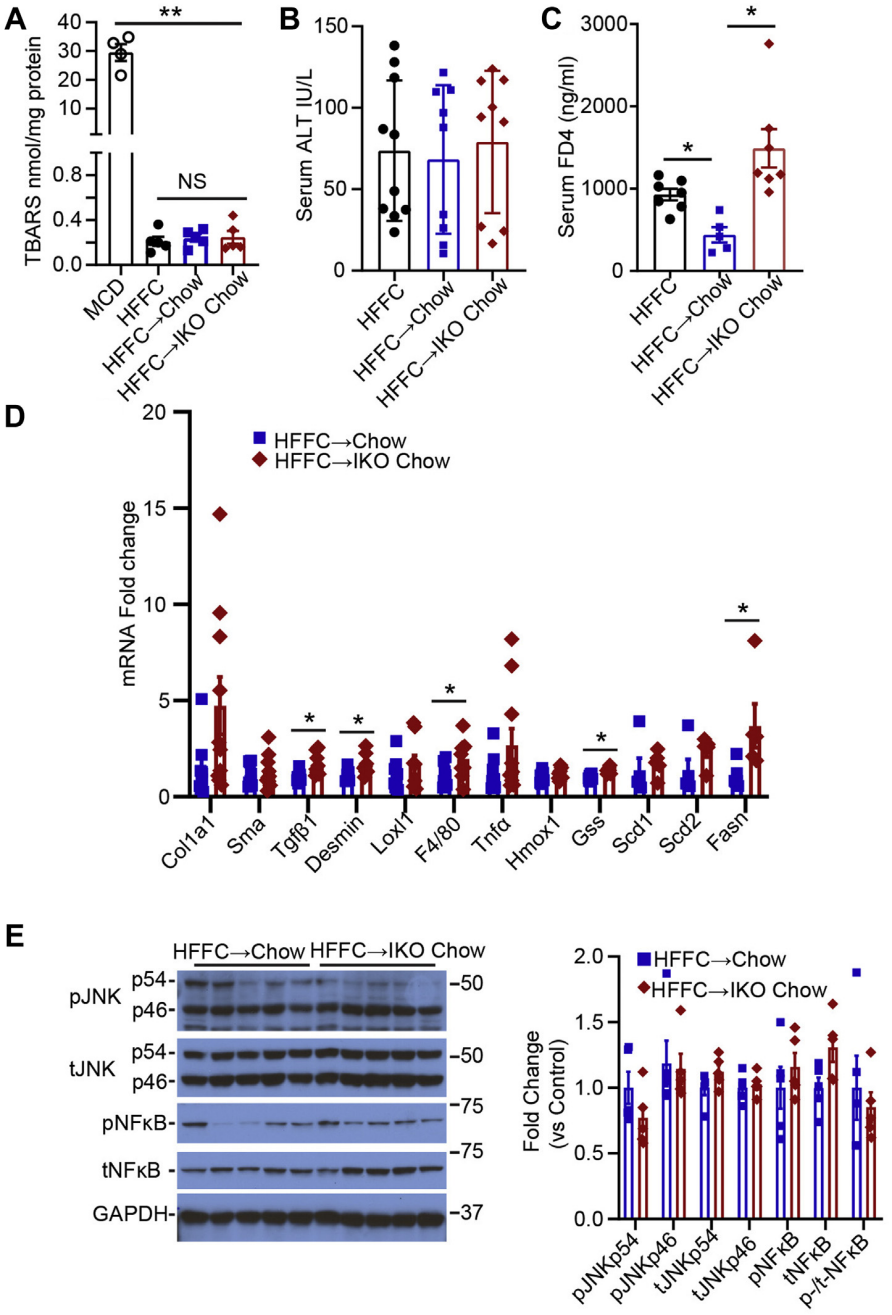
Levels of oxidative stress and expression of NASH-related genes are unchanged in male *Mttp-IKO* mice following switch from HFFC to chow diet. A: Liver TBARS content, n = 4–5/group, with levels in MCD-fed control mice shown for comparison. B: Serum ALT, n = 9–10/group. C: Serum FITC-dextran FD4 levels 2 h after oral gavage, n = 5–7/group. D: mRNA expression of genes related to fibrosis, inflammation, and lipogenesis (n = 6/genotype). E: Expression of total and phosphorylated JNK and NF-κB proteins. A representative immunoblot and quantitation of relative protein expression levels are shown (n = 5/group). Abbreviations are as outlined in the legend to Fig. 5. For all panels, ∗*P* < 0.05 and ∗∗*P* < 0.01.

**Fig. 7:**
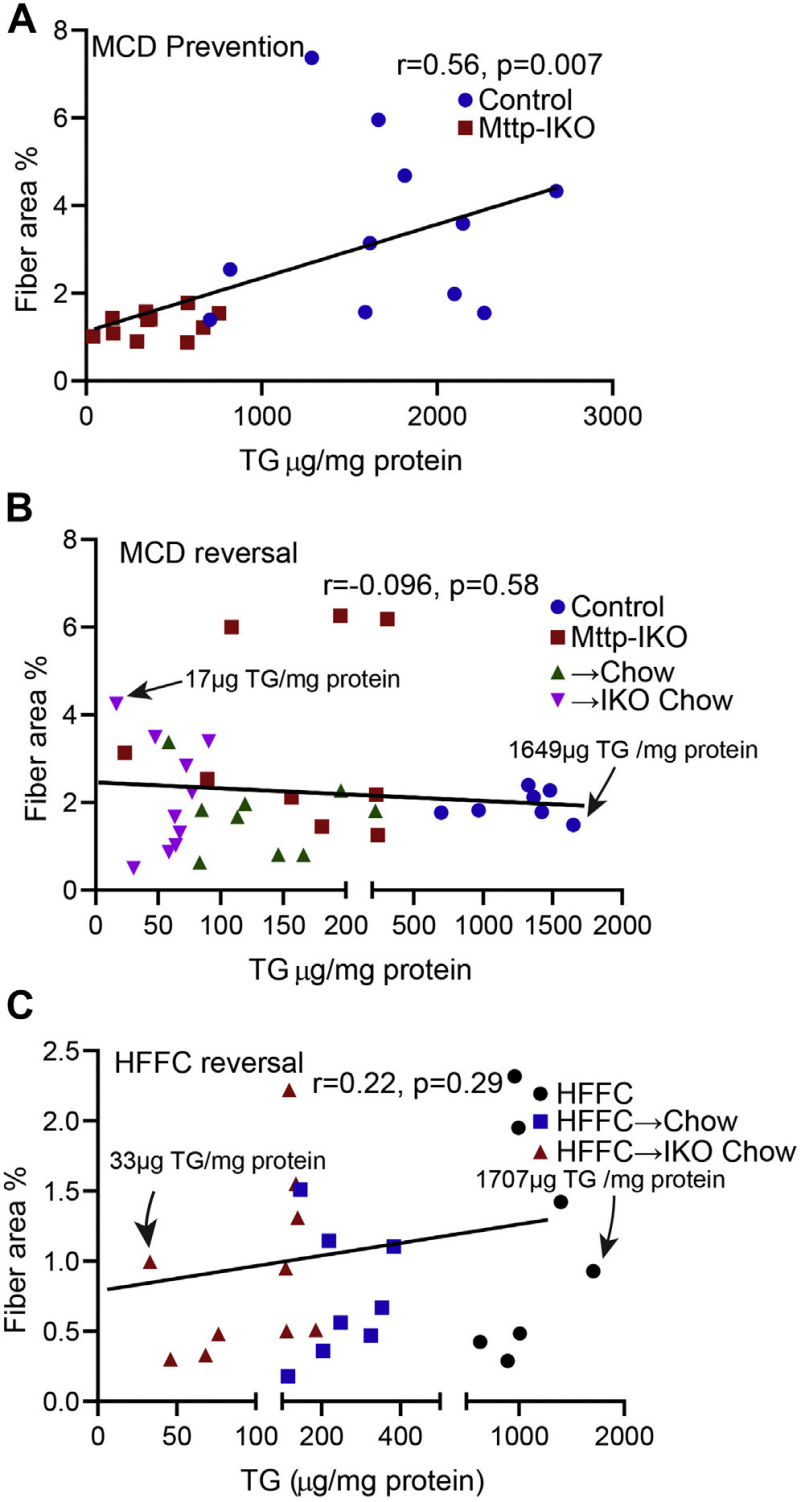
Correlation between hepatic TG content and fibrotic area. A: A positive association between hepatic TG content and fibrotic area in male *Mttp-IKO* mice-fed MCD diet for 3 weeks. B: No correlation between hepatic TG content and fibrotic area in the MCD reversal experiments, including data from male and female mice ± *Mttp* deletion with continued MCD feeding (control, *Mttp-IKO*) and mice ± *Mttp* deletion concomitant with switch to chow diet (→chow, →IKO chow). C: No correlation between hepatic TG content and fibrotic area in the HFFC reversal experiments. Groups include male mice-fed HFFC for 14 weeks, mice fed HFFC for 10 weeks, chow for 4 weeks (HFFC → chow), and mice fed HFFC for 10 weeks, chow for 4 weeks with intestinal *Mttp* deletion (HFFC → IKO chow). Pearson correlation coefficient (Pearson's r) and *P* values are shown on each graph.

## Discussion

The major conclusions of our studies are that blocking chylomicron assembly through conditional deletion of intestinal *Mttp* mitigates the development of hepatic steatosis in MCD-fed mice and reduces inflammatory and fibrogenic signaling. However, when applied in either of two models of established steatosis and fibrosis, blocking chylomicron assembly resulted in efficient lipid mobilization and reduced hepatic steatosis, yet failed to reverse inflammatory signaling and fibrosis. Several features of the approach and conclusions of this work merit further discussion in the context of altered gut-liver signaling in the pathogenesis and therapeutic targeting of NAFLD.

Multiple lines of evidence point to a role for impaired intestinal barrier function and bacterial translocation in the pathogenesis of NAFLD and NASH (31). Our prior findings in *Mttp-IKO* mice demonstrated increased circulating levels of TNFα and exaggerated colonic inflammation and injury during experimental colitis (17). Those findings raised the suspicion that if *Mttp-IKO* mice were fed an MCD diet, a model known to promote intestinal barrier disruption and systemic inflammation (32), there would be increased liver injury. However, that was not the case. Despite the further impairment of barrier function in *Mttp-IKO* mice as evidenced by elevated serum FD-4 levels, *Mttp-IKO* mice exhibited reduced inflammatory and fibrogenic signaling. Those findings encouraged us to consider whether conditional impairment of chylomicron assembly might also reverse some of the key features in models of established NAFLD/NASH. We were further encouraged by other work showing that mice with intestine-specific deletion of high mobility group box 1 develop impaired intestinal lipid absorption with decreased chylomicron formation, yet were protected against diet-induced NASH (33).

However, despite the protection offered to *Mttp-IKO* mice when fed an MCD diet, the induction of intestinal *Mttp* deletion following the development of established fibrosis not only failed to promote resolution but also rather led to exaggerated injury and sustained inflammatory signaling. We modified our approach in the reversal experiments with MCD feeding because of continued weight loss and mortality associated with prolonged exposure to this diet in *Mttp-IKO* mice, but even 10 days of impaired chylomicron assembly in mice fed an MCD diet resulted in worse fibrosis. Extending the reversal time to 28 days, along with a switch to regular chow, also failed to improve fibrosis in *Mttp-IKO* mice. Because of concerns with MCD feeding as a representative model of human NASH (34), we turned to a second model in which high-fat feeding is supplemented by fructose and cholesterol to augment injury and inflammatory signaling (19, 20, 29, 30). This model, herein referred to as HFFC and widely used in various subtle iterations, produces less fibrotic injury than MCD feeding but recapitulates other elements of human NAFLD/NASH, including obesity, hepatic steatosis, and metabolic dysfunction with insulin resistance (34). We observed mild fibrosis in mice fed an HFFC diet for 14 weeks but, as noted in MCD-fed mice, we observed no fibrosis reversal in *Mttp-IKO* mice that were switched to a chow diet for 4 weeks, despite virtually complete elimination of hepatic steatosis.

It is worth noting that the decreased overall abundance of hepatic lipid in MCD-fed *Mttp-IKO* mice was accompanied by shifts in FA species distribution, with relative preservation of 16:1 and 18:1 species accompanied by upregulation of Scd1 mRNA expression and indices of DNL. Those findings suggest that a component of the adaptation to blocked chylomicron assembly in *Mttp-IKO* mice involves increased hepatic lipogenesis, which was observed in prior studies in chow-fed *Mttp-IKO* mice (11, 12), along with increased expression of hepatic Scd1 (12). Earlier work showed that germ line *Scd1* null mice were protected against hepatic steatosis when fed an MCD diet, yet exhibited more severe injury (35), whereas other work showed that *Scd1* null mice were protected against both hepatic steatosis and inflammation in the setting of alcohol-induced injury (36). Those findings, coupled with the current observations in *Mttp-IKO* mice, suggest that the adaptive induction of Scd1 expression and function may mitigate the reversal of inflammatory signaling in the setting of established steatosis and fibrotic injury and further suggest that the overall distribution of FA species rather than simply the quantity of hepatic lipid is a key component of the injury phenotypes observed. Those suggestions align with other work demonstrating that switching WT mice from an HFFC diet to chow for 8 weeks reversed the hepatic steatosis but failed to normalize hepatic FA distribution among neutral and polar lipids (28). Among the key lipid signaling molecules, we found increased hepatic Cer FA abundance in *Mttp-IKO* mice in both dietary reversal models. Previous studies demonstrated increased hepatic Cer content following MCD feeding in mice (37, 38), and other work has demonstrated that accumulation of specific Cer species (C16:0 and C24:1) correlated with fibrogenic activation in vitro in hepatic stellate cells (39). It is possible that altered immune signaling in the livers of mice plays a role in the continued inflammatory and fibrogenic signaling following transition from either MCD and/or HFFC feeding, based on increased expression of damage-associated molecular patterns and mediators, including Tlr4, Cd14, and Nlrp3 (supplemental Fig. S3), but further studies will be required to consolidate those findings.

Previous findings with regard to the metabolic signaling pathways associated with impaired chylomicron assembly in *Mttp-IKO* mice suggest similarities in the adaptive pathways to those observed in rodents and humans undergoing bariatric surgery interventions such as Roux-en-Y gastric bypass (14). These include alterations in enterohepatic bile acid signaling mediated via farnesoid X receptor and its downstream targets fibroblast growth factor 15 as well as through TGR5, which produce favorable metabolic shifts in glucose and lipid metabolism and amelioration of hepatic steatosis (40, 41). However, while bariatric surgical interventions have been reported to successfully reverse the metabolic complications of extreme obesity in patients, there are inconsistent effects on the reversal of established hepatic fibrosis (7, 42, 43, 44). Our studies were not designed to evaluate the role of weight loss, but we note that both genotypes fed the MCD diet exhibited weight loss during active feeding and resumed weight gain upon switching to a chow diet, with or without induction of intestinal *Mttp* deletion (supplemental Fig. S2A). Mice fed the HFFC diet for 10 weeks were obese, and there was weight loss in mice switched to regular chow along with induction of intestinal *Mttp* deletion (supplemental Fig. S2B). Nevertheless, neither group of mice exhibited reduction in fibrosis in the context of those interventions. In addition, fasting glucose levels were unchanged at terminal sacrifice in HFFC-fed mice transitioned to chow but were reduced (as expected) in HFFC-fed mice transitioned to *Mttp-IKO* plus chow (supplemental Fig. S4). Those findings are consistent with our prior demonstration that insulin signaling is enhanced in *Mttp-IKO* mice and make it unlikely that insulin resistance contributes to the continued inflammatory and fibrogenic signaling observed. Other recent findings demonstrated that *Mttp-IKO* mice exhibit increased circulating levels of incretins including GLP1, in association with delayed gastric emptying and reduced hepatic gluconeogenesis (14). However, a recent phase II trial of the GLP1 agonist semaglutide demonstrated weight loss and significant resolution of NASH (vs. placebo) but no significant decrease in hepatic fibrosis (8). Taken together with our current findings, these observations raise implications in understanding the potential for dietary and pharmacologic interventions in patients with NAFLD. For example, we speculate that the beneficial effects of sustained weight loss on reversal of fibrosis may require a much longer period following intervention, compared with the effects of even modest weight loss on hepatic steatosis. A caveat in this suggestion is that prolonged impairment of chylomicron assembly with defective fat absorption may be associated with essential fatty acid deficiency. We did not specifically examine this possibility, but future studies might incorporate determinations of serum Mead acid (20:3; n-9) and other markers of essential fatty acid deficiency as previously proposed from our own and other laboratories (45, 46).

Earlier findings in mice treated with antisense oligonucleotides to diacylglycerol acyltransferase 2 offer further insights in attempting to understand the disconnect between resolution of hepatic steatosis and inflammatory/fibrogenic signaling in experimental NASH (47). Those workers treated groups of mice following MCD feeding and observed that the antisense-treated mice exhibited reduced steatosis, yet worse inflammation and fibrosis than controls (47). Our findings build upon those observations by providing an independent approach to modifying hepatic lipid content (i.e., blocking chylomicron assembly) that occur despite adaptive changes in hepatic lipogenesis.

We chose to examine the therapeutic potential for conditionally blocking chylomicron assembly as an intervention to mitigate progression and promote reversal of NAFLD because of the continued unmet need to understand the factors associated with liver-related morbidity and mortality associated with advanced forms of the disease including NASH (1). Our focus on surrogate end points as intervention targets is highlighted by recent studies from several population cohorts demonstrating that hepatic fibrosis (as confirmed by liver biopsy) is a major predictor of both morbidity and mortality in patients with NAFLD and NASH, even when corrected for confounding factors (48). Our findings suggest that modifying chylomicron assembly through approaches that impair intestinal *Mttp* expression or function may represent a viable therapeutic option for reversing established steatosis. That being said, additional or alternative strategies will be required to mitigate inflammatory and fibrogenic signaling in patients with NASH.

## Data availability

All data are contained in the body of the article. RNA-Seq data files are deposited in a publicly accessible repository (GSE182130) available following acceptance.

## Supplemental data

This article contains supplemental data.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

## Figures and Tables

**Supplemental Fig. S1:**
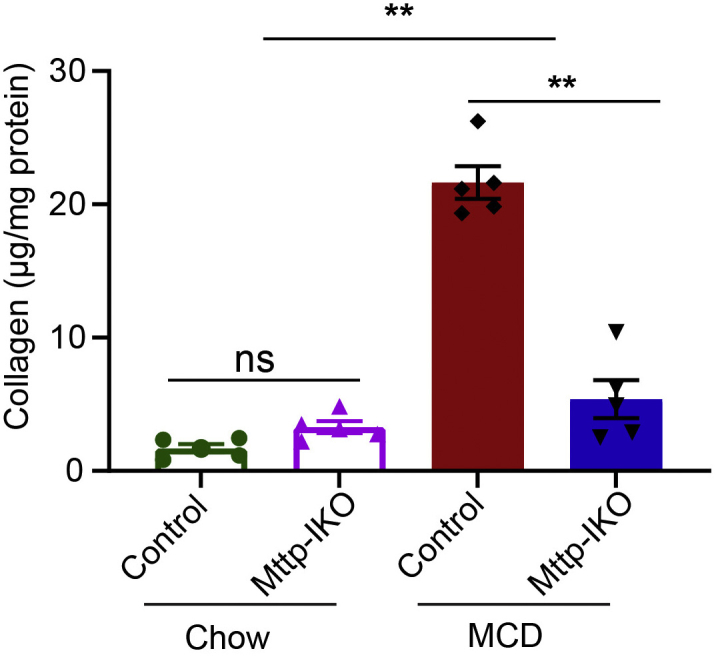

**Supplemental Fig. S2:**
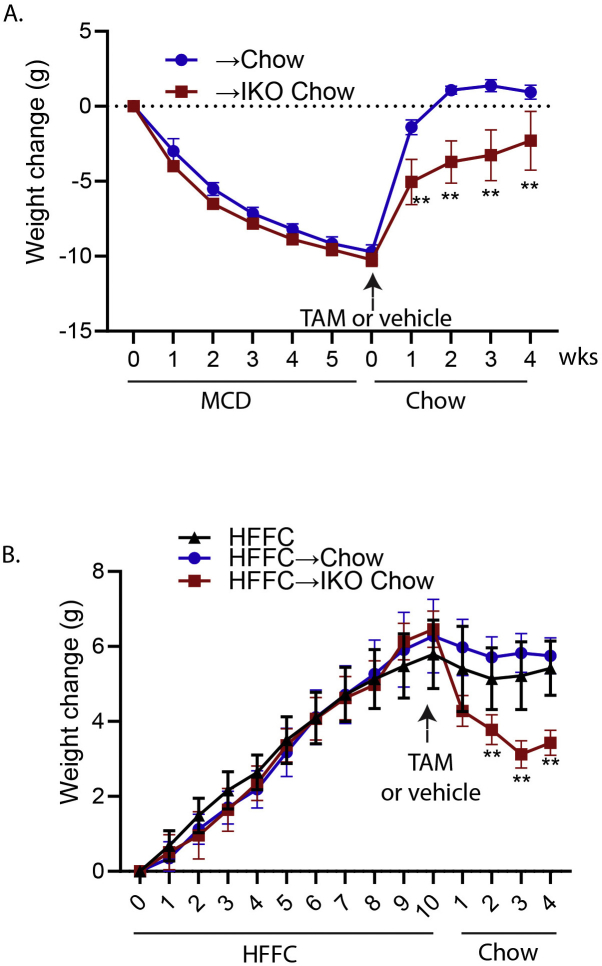

**Supplemental Fig. S3:**
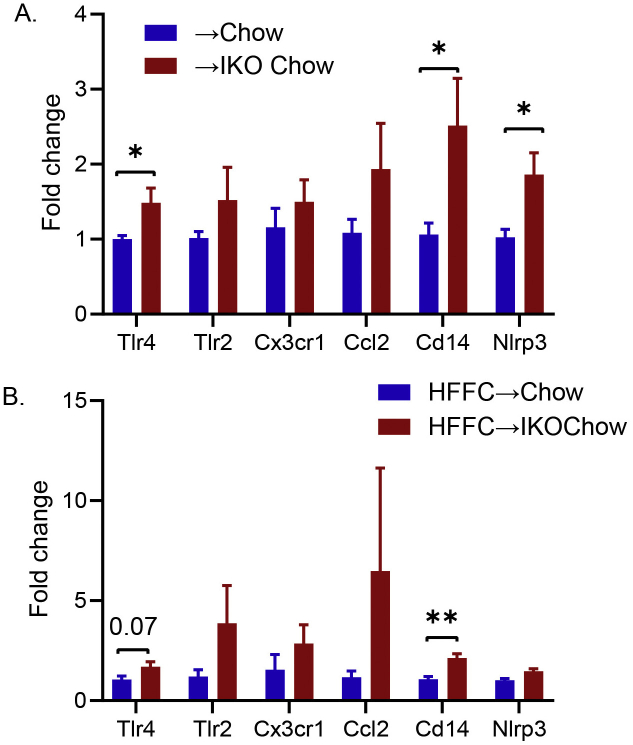

**Supplemental Fig. S4:**
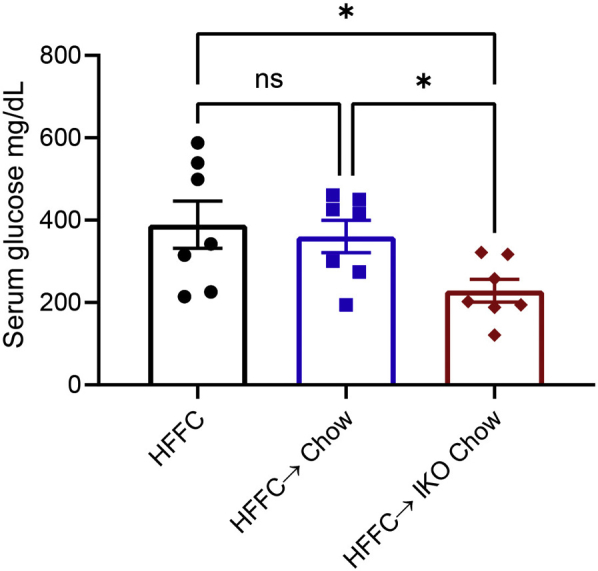

# Supplementary material for: Inhibition of chylomicron assembly leads to dissociation of hepatic steatosis from inflammation and fibrosis
**Source:** J Lipid Res. 2021 Sep 24;62:100123. doi: 10.1016/j.jlr.2021.100123
**Supplement:** Supplemental Table S1

Supplemental table 1 oligodeoxyribonucleotide primer sequences for real-time quantitative PCR

| Gene | Forward | Reverse |
| --- | --- | --- |
| Aurkb | ACCAGCTTCGCCGAGAGA | GTTGAAGGATGTTGGGATGTTTC |
| Cat | GGCTTTTGACCCAAGCAATATG | CGGCCCTGAAGCATTTTGT |
| Cdc20 | CAACGCAGTGCTTCTCAAATG | CGGCTGGTTTTCCTTGCTT |
| CerS2 | ATGCTCCAGACCTTGTATGACT | CTGAGGCTTTGGCATAGACAC |
| CerS4 | CACGCTTCGGCAGACTCAA | GGATAAGGAAGGCCGATCCT |
| CerS5 | AGGATGACCGCAGTGATGTAGA | TGTTTTTGTGGGTTGTCTCATCTT |
| CerS6 | TCAACAACATGGCCCGAGTA | TTGGCGTAATTTGCCATTTTG |
| Col1a1 | CACGGCTGTGTGCGATGA | TCGCCCTCCCGTCTTTG |
| Chop | CCACCACACCTGAAAGCAGAA | TGAAAGGCAGGGACTCA |
| CX3cr1 | CGGTCTGGTGGGAAATCTGT | TTGGGCTTCCGGCTGTT |
| Desmin | GGAAATCCAACTAAGAGAAGAAGCA | CTAGAGTGGCTGCATCCACATC |
| Fasn | TCCTGGAACGAGAACACGATCT | GAGACGTGTCACTCCTGGACTTG |
| F4/80 | AAACACTTGGTGGTGTGAATGAGT | GCCTCGTTTACAGGTGCAGTAA |
| Gpx1 | CCTTGCCAACACCCAGTGA | CCGGAGACCAAATGATGTACTTG |
| Gpx7 | GGCCAACAGGAACCAGACA | TGCGGCGGGCAAAGT |
| Hist1h1a | AGCCCGCGGGACCTT | CTGCGCTCTTTGGAAGAAGAA |
| Hist1h3d | CCAAGCGTGTCACCATCATG | GGTCCAAATTCACTCACTACCCTAA |
| Hmox1 | CAGCCCCACCAAGTTCAAA | TCAGGTGTCATCTCCAGAGTGTTC |
| Hmgb1 | AAAGAAACTAGGAGAGATGTGGAACAA | AGCTTGGCAGCTTTCTTCTCA |
| Hmgb2 | CCGCGAGGAGCACAAGAA | CTTGGAGAACTCGGCGAAGT |
| IL1β | GGTGTGTGACGTTCCCATTAGAC | CCGACAGCACGAGGCTTTT |
| Kif23 | GGAGCTTGAGAGCCAGAATCA | GCTTCTAATCTGCGCTTGTCAGA |
| Lox | CAAGCCGCCCTCGGTACT | CGTCCATGCTGTGGTAATGTTG |
| Loxl1 | CCGCAGCAGTTCCCCTATC | CGCGGGATCGTAGTTCTCAT |
| Mmp2 | TGGGACAAGAACCAGATCACATA | AAAGCATCATCCACGGTTTCA |
| Mmp9 | GGGCCGCCCAGATGA | CAGGGAGAGCTGCTTCTGAAG |
| Mmp12 | GATGTGAGGCAGGAGCTCATG | GGCTTGATTCCTGGGAAGTG |
| Nos3 | TTGTCTGCGGCGATGTCA | GAATTCTCTGCACGGTTTGCA |
| Scd1 | TCGAAGGACCCGAGGTGTT | CACCTCTTAGCAGCTACTTACAGACACT |
| Scd2 | GTACCGCTGGCACATCAACTT | ACACTCTCTTCCGGTCGTAAGC |
| SMA | CCAGAGCAAGAGAGGGATCCT | TGTCGTCCCAGTTGGTGATG |
| Sod1 | CCCGGCGGATGAAGAGA | ATTGGCCACACCGTCCTTT |
| Sod2 | TTAACGCGCAGATCATGCA | GGTGGCGTTGAGATTGTTCA |
| S100A4 | GGAGGAGGCCCTGGATGTA | CACCCTCTTTGCCTGAGTATTTG |
| S100A9 | TCATGGAGGACCTGGACACA | CAGCATCATACACTCCTCAAAGCT |
| S100A10 | CTGGACCAGTGCCGAGATG | AGCCCTGCCACTAGTGATAGAAA |
| Tgfβ1 | TGCCCGAACCCCCATT | TTGCTCCACACTTGATTTTAATCTCT |
| Tlr2 | CACCACTGCCCGTAGATGAA | GCCTCGGAATGCCAGCTT |
| Tlr4 | GCAGCAGGTGGAATTGTATCG | TGTGCCTCCCCAGAGGATT |
| Tlr7 | CAGTGAACTCTGGCCGTTGA | CAAGCCGGTTGTTGGAGAA |
| Tlr9 | GCAGCTGAACCTCAAGTGGAA | TGGTCATGTGGCAAGAGAAGTG |
| Tlr12 | CTGCCACTGTGCCAATGC | ATATGTACGTTTTAGTGGACCGCTTA |
| Tnfα | GGTCCCCAAAGGGATGAGAA | TGAGGGTCTGGGCCATAGAA |

# Supplementary material for: Inhibition of chylomicron assembly leads to dissociation of hepatic steatosis from inflammation and fibrosis
**Source:** J Lipid Res. 2021 Sep 24;62:100123. doi: 10.1016/j.jlr.2021.100123
**Supplement:** Supplemental Figure Legend

**Supplemental Figure S1.** Liver collagen content was determined by hydrolysis and hydroxyproline detection, normalize to its protein content. n=5 /group. **p<0.01.

**Supplemental Figure S2.** Body weight was recorded once a week. Weight change against starting weight was plot against weeks on the different diet and experimental condition as indicated in x-axis. (A) After fed MCD for 5 weeks, mice were switched to chow diet and injected either by TAM (→IKO Chow) or vehicle (→Chow). n=8-10/ group (B) After fed TFFC for 10 weeks, mice were kept on HFFC (in black) or switched to chow diet plus injected either with TAM (HFFC→IKO Chow, in red) or vehicle (HFFC→Chow) in blue). n=8-10 /group. *p<0.05, **p<0.01.

**Supplemental Figure S3.** Hepatic mRNA expression of immune response genes related to damage (and /or microbial) associated molecular patterns was quantitated by qPCR. (A) *Mttp^f/f^* Villin Cre ER^T2^ mice were fed MCD for 5 weeks, then switched to chow diet with groups of mice injected with TAM (→IKO Chow) or vehicle (→Chow) and sacrificed 35 days later. n=6/genotype. (B). *Mttp^f/f^* Villin Cre ER^T2^ mice were fed HFFC for 10 weeks, then switched to chow diet with groups of mice injected with TAM (HFFC→IKO Chow ) or vehicle (HFFC→Chow) and sacrificed 4 weeks later. n=6-8/genotype. Data are presented as mean ± SEM, with * indicating p<0.05, ** indicating p<0.01

**Supplemental Figure S4.** Fasting serum glucose levels at sacrifice in the indicated genotypes following 14 weeks HFFC feeding (HFFC), versus 10 weeks HFFC+4 weeks chow (HFFC→Chow), versus 10weeks HFFC+ induction of *Mttp-IKO* with 4weeks chow (HFFC→IKO Chow). n=6/genotype. *p<0.05. ns: no significant difference.

How the deposited data were processed for this re-analysis (not part of the article)

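Liver RNA of male mice fed the MCD diet for 3 weeks was measured by RNA-Seq in 3 control pools and 3 *Mttp-IKO* pools, each of RNA from 3 to 4 mice, so a replicate is a pool and the spread between pools understates that between mice. The other experiments of the article were not analysed here. Samples were assigned to genotypes and replicates from their labels and the article, and the deposited table of all pools was read by its column names.

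The authors deposited for each pool the read count of 41388 genes, as the number of uniquely aligned, unambiguous reads that featureCounts assigned to each gene after STAR alignment to the Ensembl release 76 assembly (GRCm38), without normalization. The authors also gave CPM, the count relative to the pool's total, and RPKM, the CPM per kilobase of gene length; in all 6 files both follow from the counts, so only the counts were tested. A deposited table of all pools holds 40481 of these genes with symbols and biotypes, with the same counts and 276 repeated lines, which were dropped. Reads that fit several places were not counted, which lowers the counts of genes with near-identical copies, and whether the strand was used is not stated. Libraries were made after depletion of ribosomal RNA, so RNAs without a poly(A) tail, histone mRNAs among them, were also read.

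The pools held 25271585 to 36238734 reads on genes. A count of 0 allows a level of up to 3 reads, that is 0.0828 to 0.119 CPM, and such limits cover counting error only. No pair of pools was alike to within sampling noise.

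Genes were kept by edgeR's filterByExpr with its default settings (minimum count 10, minimum total 15), which left 17287. Counts were scaled by TMM, with factors of 0.898 to 1.11, and the genotypes were compared by edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3) with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The article's text names no tool, log base or threshold on p for differential expression, apart from a general significance level, so this test was the choice made here. CPM values are scaled by TMM, and fold changes are *Mttp-IKO* against control. The edgeR test gives no standard error. Those printed are the size of the log2 fold change divided by the square root of the test's F statistic, an approximation. Gene sets were tested with camera of limma 3.58.1 on voom values with a preset correlation of 0.01, with sets of at least 5 tested genes adjusted within 13 pathway sets, 11 cell type lists and 4 added lists; medians of sets are of voom log2 fold changes. Exact permutation tests of 3 pools against 3 cannot give a two-sided p under 0.1.

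The pathway sets were cell division, replication-dependent histones, oxidative stress, damage-associated signaling and fibrosis, taken from Fig. 1I and Fig. 2 with further genes of the same groups, and collagens, fatty acid synthesis, cholesterol synthesis, bile acid genes, interferon-stimulated genes and the targets of NRF2, ATF4 and PPAR-alpha. The cell type lists were hepatocytes, Kupffer cells, recruited macrophages, stellate cells, endothelial cells, cholangiocytes, B cells, T cells, neutrophils, erythroid cells, small intestine and pancreas. Added lists of striated muscle, female-biased, male-biased and clock genes were written after the genes with the largest changes had been seen, and the other lists before any count was read. The genes named are those of the article's text, Fig. 1I, Fig. 2C to E and Table S1, the 5 with the largest change in each direction among genes with an adjusted p under 0.05, an average log2 CPM of at least 1 and no overlap between genotypes, and up to 5 members of a set under discussion; other genes are named where a pattern needed them.

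The tests were checked on simulated counts with the means and library sizes of the real genes and 200 changed genes among 16896. The changed genes were drawn from those with a mean of at least 50 reads, and each was given a log2 fold change of 2 in size. Recovery of smaller changes, or of genes with fewer reads, was therefore not tested. The edgeR test recovered 189 (94.5%) with 11 unchanged genes called, limma-voom 185 with 12, and DESeq2 194 with 50. A planted set of 20 genes was found, and 0 of 20 unchanged sets were called. The simulated genes vary independently of each other, so this does not test the preset correlation.

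The alternatives were other scalings (DESeq2's size factors, upper quartile, total counts), DESeq2 1.42.0 and limma-voom in place of edgeR's test, robust dispersion, other filters, protein-coding genes only, the replicate number as a block, removal of each library's loess trend (span 0.3) with gene length and GC content, other thresholds, fry and an estimated correlation for gene sets, and leaving out each pool. GC content was known for 97.3% of genes. Primers of Table S1 were matched to GENCODE M21 transcripts. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.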

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

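The lists of striated muscle, sex-biased, Y chromosome and clock genes were written after the genes with the largest changes had been seen, leaving those genes out, and before the listed genes were looked at as a group. Of the tests in this part, those of the Y chromosome genes, of the gaps between cell type lists, of scaling, of gene length and GC content, of tamoxifen, and of muscle RNA as the only source were chosen only after the results they bear on had been seen. Most of the genes behind these results are not discussed in the article's text. A small adjusted p of camera is not by itself evidence for an effect of genotype, as the splits of the pools at the end of this part show.

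The genes of cholesterol synthesis were higher in *Mttp-IKO* pools as a set. All 22 were higher, with a median log2 fold change of 1.28 (adjusted p = 1.81e-13, camera; 2.12e-19 to 0.225 over the alternatives, the largest with an estimated correlation; 0.0565 with fry). The pool means of the set did not overlap between genotypes. The median ranged from 0.80 to 1.61 when each pool was left out in turn. Scaling alone is argued against, because scaling by total counts moved the median of all genes by -0.18 and left that of the set at 1.09. A trend with gene length or GC content is argued against as well, because removing it left the median at 1.39. An effect of the intestinal deletion on the liver's own sterol synthesis is a hypothesis that stays open and was not tested, as does an effect of tamoxifen, which no control pool received.

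The genes stimulated by interferon were lower, 19 of 20 of them, with a median of -1.36 (adjusted p = 3.12e-11, camera; 0.0321 with fry; 3.25e-14 to 0.225 over the alternatives), and pool means that did not overlap. Fig. 2B labels a few of them, and the text does not discuss them. With each pool left out in turn the median lay between -1.61 and -1.14. Isg15 fell from 10.2 ± 0.451 to 2.19 ± 1.45 CPM (log2 fold change -2.20, standard error 0.431, adjusted p = 0.0364, edgeR). With total counts, a scaling that moved all genes, the median of the set lay -1.37 from that of all genes, which argues against scaling as the whole cause. The median was -1.32 after removal of the trend with gene length and GC content, which argues against that trend as the whole cause. Fewer recruited immune cells, a lower response in the cells present and the tamoxifen itself stay open. The targets of NRF2, a transcription factor of the oxidative stress response, had a smaller fall, 17 of 20 lower with a median of -0.40 (adjusted p = 0.00127, camera; 0.109 with fry; 1.88e-05 to 0.339 over the alternatives). The pool means of this set overlapped between genotypes, and no explanation was tested for it.

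Among the 11 cell type lists tested, that of recruited macrophages was lower, 14 of 14 genes with a median of -1.78 (adjusted p = 1.13e-09, camera; 0.0434 with fry; 2.60e-13 to 0.285 over the alternatives). The list shares Cx3cr1 and Mmp12 with the genes of Fig. 1I and several of its genes are also expressed by other cells of the liver. The most abundant of its genes, Gpnmb, fell from 436 ± 229 to 80.2 ± 42.8 CPM (log2 fold change -2.45, standard error 0.580, adjusted p = 0.0588, edgeR). Trem2 fell from 29.5 ± 13.3 to 4.79 ± 2.22 CPM (log2 fold change -2.62, standard error 0.465, adjusted p = 0.0293, edgeR). The markers of Kupffer cells, the resident macrophages, did not move with it (median 0.10, adjusted p = 0.387, camera). They did not move as one either, with 4 of 9 lower and 5 higher. The gap between the 2 lists differed by -2.18 on the log2 scale in *Mttp-IKO* pools, with no overlap between genotypes. This argues against a lower share of every cell type other than hepatocytes only as far as the Kupffer list, with its mixed members, measures its cells. A lower number of recruited macrophages and a lower expression of these genes in the same number of cells cannot be separated by bulk RNA, and neither was tested. The 7 B cell markers tested were lower (6 of 7, median -1.57, adjusted p = 0.00266, camera; 0.0199 with fry; 4.36e-04 to 0.285 over the alternatives), all of them at low levels. Hepatocyte markers were higher (16 of 20, median 0.59, adjusted p = 5.18e-04, camera; 0.0944 with fry; 1.37e-05 to 0.353 over the alternatives). Alb took 4.47% to 7.06% of the reads in control pools and 8.00% to 11.9% in *Mttp-IKO* pools.

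Stellate cell markers were lower with a median of -0.57 (12 of 14, adjusted p = 4.06e-05, camera; 0.0199 with fry; 7.83e-07 to 0.285 over the alternatives). The list holds Des, which is among the genes of Fig. 1I. The collagens fell further than this list, with a gap of -0.92 on the log2 scale and no overlap between genotypes. By the test as first written, this gap would argue against fewer stellate cells as the whole cause. That reading was dropped after the single genes had been looked at. Whether fewer stellate cells account for the fall of the collagens cannot be told apart from lower collagen expression per cell, because the list does not move as one. Its genes Ngfr (-2.78), Lum (-1.81), Lrat (-1.71) and Colec11 (-1.65) fell as far as many collagens, while Ecm1 (0.038), Reln (-0.44) and Bco1 (0.60) did not.

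Cyp3a41b (log2 fold change 5.22), Cyp3a41a (4.68) and Cyp2c69 (4.67) were among the genes with the largest rise, and the list of genes known to be higher in female than in male mouse liver, which leaves these genes out, was higher too. In that list 18 of 20 genes were higher, with a median of 0.99 (adjusted p = 9.77e-07, camera; 0.0269 with fry; 7.02e-10 to 0.131 over the alternatives). Leaving out each pool in turn gave 0.88 to 1.08. One member, Sult3a1, had 3 or fewer reads in every control pool, and the median did not change when it was set at its bound. Female livers in the *Mttp-IKO* pools are argued against by the 4 Y chromosome genes, whose median log2 fold change was 0.30 (0.12 to 0.55), where 1 female among the 4 mice of every *Mttp-IKO* pool would give -0.42. A female in 1 pool alone would lower it less, but the rise of the list stayed when each pool was left out in turn. Xist had 16 to 33 reads in control pools and 16 to 36 in *Mttp-IKO* pools. Reads shared between near-identical genes are argued against as the whole cause, because the 11 listed genes outside the cytochrome P450 and sulfotransferase families had a median of 0.44 with 9 of 11 higher and pool means that did not overlap. A wider shift of sex-biased genes stays open, since the male-biased genes had a median of -0.35 (adjusted p = 0.551, camera) with 13 of 22 lower and 9 higher. That median depends on the method and on single pools. It was 0.23 from edgeR's fold changes in place of voom's and 0.11 without *Mttp-IKO* pool 1. Without *Mttp-IKO* pool 3 it was -1.17, with 19 of 22 lower, and the list passed the threshold (adjusted p = 9.04e-04, camera). Tamoxifen, which acts on estrogen receptors and was given only to *Mttp-IKO* mice, cannot be told apart from the loss of intestinal Mttp, because 0 pools came from mice with intact Mttp given tamoxifen.

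Ryr1 (-6.42) and Tpm2 (-4.64) had some of the largest falls, and with Ak1 (-3.93, chosen after its values were seen) they are genes of striated muscle. The striated muscle list had a median of -2.82 over the 9 of its 24 genes that were tested (adjusted p = 0.0129, camera; 0.477 with fry; 1.34e-15 to 0.707 over the alternatives), a median of -5.02 from edgeR's fold changes, and -2.06 without control pool 2 (adjusted p = 0.0564, camera). All 24 genes had their highest value in control pool 2, and 21 had their second highest in control pool 1. Together they took 15299, 98698 and 1760 reads in control pools 1 to 3 and 995 to 1720 in *Mttp-IKO* pools. Ttn alone had 46967 reads in control pool 2, where the listed genes made up 0.28% of all reads (0.0422% in control pool 1). These values are what striated muscle RNA in control pool 2 would give, for instance from muscle collected with a liver. A few of the listed genes are also read in the other pools. Neb was not at a low level there, with 53.3 CPM in *Mttp-IKO* pool 3, 47.9 CPM in control pool 1 and 252 CPM in control pool 2. As the only source of the difference, muscle RNA cannot be told apart from a change in liver. Ryr1, Tpm2 and Ak1 were also higher in control pool 3 than in every *Mttp-IKO* pool, by at least 1.53 on the log2 scale. That rests on 1 pool.

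Gm25911 (-4.89) belongs to 6 annotated short genes of nearly the same sequence. Of these, 3 have one sequence, Gm23935 among them. Gm23935, chosen after its values were seen, fell from 3133 ± 1494 to 351 ± 149 CPM (log2 fold change -3.16, standard error 0.444, adjusted p = 0.0181, edgeR). Reads of such genes can be split between copies, so the values stand for the family at most. Ntrk2 (-4.89), Fam19a2 (4.56) and Cxcl13 (4.5) lie outside the genes that the article's text names. Leaving out each pool in turn left the log2 fold change between -5.61 and -4.53 for Ntrk2, between 4.38 and 4.69 for Fam19a2 and between 3.49 and 5.20 for Cxcl13. No technical or biological explanation was tested for these 3 genes.

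How often other splits of the 6 pools give results as large was counted over all 10 splits into 3 and 3. The real split was the only one with as many genes at an adjusted p under 0.05 (1 of the 10 splits), with as many at a log2 fold change of at least 2 in size (1 of 10) and with as many at −2 or lower (1 of 10), and each of the others gave 0 genes. For the pathway sets, 3 of the 10 splits gave as many sets past the threshold as the real one. The 9 splits that mix the genotypes let 2 to 13 of the 13 sets pass. Each of these still holds part of the difference between genotypes, so a set that passes in them need not be a false call. In 2 of them more sets passed (12 and 13) than with the genotypes (10), so some sets pass on differences between pools other than genotype. With 10 splits the share cannot fall below 0.1, and a grouping of the pools by chance cannot be told apart from a difference between genotypes by this count alone.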

How the results depend on the processing

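The alternatives given here were chosen before the data were examined, and the clock and sex-biased lists later. The 694 genes with an adjusted p under 0.05 became 657 with DESeq2's size factors in edgeR (650 of them shared with the 694), 741 with upper quartile scaling, 701 with robust dispersion, 639 with CPM above 1 in at least 2 pools, 730 among protein-coding genes and 827 after removal of the trend with gene length and GC content. The DESeq2 Wald test called 1995 genes and limma-voom 428. In simulated data with 200 changed genes, 20.5% of the DESeq2 calls and 5.50% of the edgeR calls were genes simulated without change, which bears on the larger count but not on which real genes are right. Genes higher in *Mttp-IKO* pools made up 22.9% of the calls, 11.0% with scaling by total counts (112 higher and 907 lower) and 32.9% with DESeq2. Scaling by total counts moved the median log2 fold change of all genes by -0.18, so changes under it are to be read relative to that shift.

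The 189 genes with a log2 fold change of at least 2 in size became 294 with total counts, 328 with DESeq2, 122 with limma-voom and 292 with every gene that had at least 1 count; the cause was not tested. The 154 genes at −2 or lower became 263, 261, 93 and 247 under the same alternatives. By the thresholds' own construction the counts became 366 (296 lower) with an unadjusted p under 0.05, 375 (303 lower) with no p threshold, 5 (2 lower) with an adjusted p under 0.01, 57 (43 lower) with the fold change as a natural log and 601 (488 lower) with a log2 fold change of 1. Of the 694 called genes, 10 had 3 or fewer reads in every *Mttp-IKO* pool and 2 in every control pool, and the fold changes of these 12 depend on the prior count.

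Leaving out one pool at a time gave from 0 to 892 genes with an adjusted p under 0.05, and from 0 to 285 with a log2 fold change of at least 2 in size. It gave from 0 to 251 at −2 or lower, and from 0 to 19 of the 46 genes named by the article in place of 14. The count of 694 became 0 without *Mttp-IKO* pool 2 (3221 at an unadjusted p under 0.05), 21 without control pool 3, 24 without control pool 1 and 55 without *Mttp-IKO* pool 1. Without control pool 2 it was 892, and without *Mttp-IKO* pool 3 it was 864. With 2 pools against 3 the fits have fewer degrees of freedom. The size of the loss differed between pools, and the cause of that was not tested. The DESeq2 Wald test called 25 of the 46 named genes and limma-voom 9. Of the 14 called in the main analysis, limma-voom did not call Acta2 (adjusted p = 0.0564, limma-voom), Hist1h3d (0.0579), Tlr9 (0.0641), Aurkb (0.0793) and Lox (0.0856). Gpx1 lost the call after the length and GC correction (adjusted p = 0.0729, edgeR).

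Replicate numbers are shared between the genotypes, and a fit with the number as a block gave 592 genes, 477 of them among the 694, and with the block and the length and GC correction together 843. Same-numbered pools had correlations of 0.139, 0.112 and 0.00698 between their deviations from the group means, against a threshold of 0.1. The article names no pairing, so whether same-numbered pools share more than a number cannot be told.

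With a correlation estimated from the data in place of the preset one, 0 of the 13 pathway sets passed in place of 10, and with fry 5 did. The adjusted p with the estimated correlation was 0.225 for cell division, 0.273 for histones, 0.264 for the damage-associated set, and 0.199 for the collagens as for the fibrosis, fatty acid and oxidative stress sets. With fry it was 0.0565 for the damage-associated set, 0.0512 for the fatty acid set and 0.101 for the histones. Under every other alternative run on them, these 7 sets kept their direction and passed 0.05.

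Of the 108 single genes followed, 59 kept their direction and their side of the threshold under all alternatives that kept every pool; 20 lost the call under at least 1 of them, 24 gained it and 5 changed direction. Those 5 lay close to 0. Mttp was 0.0049 with limma-voom and 0.0067 with the block. Cers2 was 0.013 after the length and GC correction and 0.023 with the block added. With total counts Sod2 was -0.13, Hmgb1 -0.068 and Mmp9 -0.10. With each pool left out in turn the log2 fold change ran from -0.34 to 0.10 for Mttp, -0.049 to 0.11 for Sod2, -0.25 to 0.058 for Gss and -0.30 to 0.59 for Mmp9.

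Some lists that did not pass the threshold also changed direction. With total counts the median was -0.16 for ATF4 targets, -0.12 for PPAR-alpha targets, -0.13 for endothelial and -0.084 for Kupffer cell markers, all within the shift of all genes. With every gene that had at least 1 count it was -0.0083 for ATF4 targets and -0.059 for Kupffer cell markers. For small intestine markers it was 0.0058 after the length and GC correction and 0.00070 with the block added. Leaving out each pool in turn gave medians from -0.10 to 0.12 for ATF4 targets, -0.036 to 0.33 for bile acid genes, -0.13 to 0.11 for PPAR-alpha targets, -0.027 to 0.057 for endothelial, -0.055 to 0.33 for Kupffer, -0.74 to 0.065 for neutrophil and -0.20 to 0.27 for small intestine markers, -0.36 to 0.016 for clock genes in antiphase to Arntl and -1.17 to 0.11 for male-biased genes. The cause of these changes of direction was not tested.

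With up to 1 mismatch per primer, the number of primer pairs that match only their gene fell from 39 to 37. The depth limits the genes named most where they are rare, such as Aurkb with 0.418 CPM and S100a4 with 0.755 CPM in *Mttp-IKO* pools.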

Differences from the paper's values

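The paper's legend of Fig. 2A gives 290 differentially expressed genes with a log fold change of at least 2 in size, where 189 were found here. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's with upper quartile scaling (204), total counts (294), the DESeq2 Wald test (328), every gene with at least 1 count (292), without control pool 2 (285), without *Mttp-IKO* pool 3 (199), with an unadjusted p under 0.05 (366) and with no p threshold (375). It stayed outside with DESeq2's size factors in edgeR (180), limma-voom (122), robust dispersion (185), CPM above 1 in at least 2 pools (157), protein-coding genes (173), the replicate block (180), the length and GC correction (188), both together (183), an adjusted p under 0.01 (5), the natural log (57), a log2 fold change of 1 (601) and without control pool 1 (19), control pool 3 (21), *Mttp-IKO* pool 1 (29) or *Mttp-IKO* pool 2 (0, with 3221 genes of any fold change at an unadjusted p under 0.05).

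For 23 genes the paper's quantitative PCR bars could be read by eye, and 6 of them differed from the RNA-Seq pools; 19 of 23 lay on the same side of 1. The paper's values come from individual mice and another assay. The fold of *Mttp-IKO* against control of Gpx7 was about 0.83 in Fig. 2D, read by eye, and 0.323 here (0.283 to 0.373 over the alternatives set before the data were examined, none of which closed the gap). Gpx1 was at about 0.75 in Fig. 2D, read by eye, and 0.443 here; the length and GC correction (0.531), alone or with the replicate block (0.512), closed the gap and the other alternatives did not. S100a9 was at about 1.3 in Fig. 2E, read by eye, and 0.677 here; the main value and the paper's differ by hardly more than the SD of the *Mttp-IKO* pools (0.619 on this scale). The difference was within that SD, though still on the other side of 1, with DESeq2's size factors in edgeR (0.685), the DESeq2 Wald test (0.682), protein-coding genes (0.682) and the length and GC correction (0.682), and without control pool 1 (0.855), control pool 3 (0.748), *Mttp-IKO* pool 2 (0.83) or *Mttp-IKO* pool 3 (0.879), and not under the others. Scd2 was at about 2.7 in Fig. 1I, read by eye, and 1.32 here (1.16 to 1.46 over the alternatives, none of which closed the gap). Fasn was at about 5.8 in Fig. 1I, read by eye, and 2.91 here (2.26 to 3.73 over the alternatives, none of which closed the gap). Lox was at about 0.62 in Fig. 1I, read by eye, and 0.252 here (0.205 to 0.368 over the alternatives, none of which closed the gap).

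The paper's text lists genes as altered that did not pass an adjusted p of 0.05 over all genes here. Some passed under other settings. The DESeq2 Wald test called Adgre1, Des, Scd1, Fasn, Kif23, Hist1h1a and Tnf, and of the genes in the paper's panels also Cdc20, Tlr2 and Tgfb1, and Nos3 of Table S1. Testing every gene with at least 1 count called Des, Scd1, Fasn, Kif23, Cdc20, Tlr2 and Nos3, the length and GC correction called Nos3, and scaling by total counts called Des, Kif23, Cdc20 and Tlr2. The replicate block called Des, Fasn and Hist1h1a, and with the length and GC correction added it called these, Adgre1, Tlr2 and Nos3. Without control pool 2, Adgre1, Des, Fasn, Kif23 and Tgfb1 passed, without *Mttp-IKO* pool 3 Cdc20 and Cat did (the log2 fold change of Cat was then -0.66 in place of -0.33, adjusted p = 0.483, edgeR), and without *Mttp-IKO* pool 1 S100a10 did (adjusted p = 0.0264, edgeR). Hmox1 (-0.73), Gss (-0.065), Tlr4 (-0.56), Tlr7 (-0.57), S100a4 (-1.89) and Scd2 (0.40) passed under none of the settings run over all genes. The paper's Fig. 2B, drawn from genes with a log fold change of −2 or lower, labels Gss, Hmox1, Gpx1 (-1.18), Gpx7 (-1.63), Tlr4 and Tlr7, whose log2 fold changes here are above −2.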

Other observations

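Of the tests in this part, those of mRNAs of 300 to 1000 nt, of the trend with gene length and GC content, of S100a4, of Sod1 and of desmin were chosen only after the results they bear on had been seen.

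*Mttp-IKO* pool 3 had fewer reads on mRNAs of 300 to 1000 nt than the other pools. Protein-coding transcripts of 1000 to 2000 nt were low in it to a lesser degree. Their median deviation was -0.40 in this pool and 0.056 to 0.12 in the others. Among protein-coding genes, the median deviation from the mean of all pools for transcripts of 300 to 1000 nt minus that for transcripts over 8000 nt was -1.20 in this pool on the log2 scale, and 0.16 to 0.35 in the others. Small non-coding RNAs alone are argued against by this value, since it comes from mRNAs. By the medians of the tested genes, the loss of RNA did not extend to every shorter class. Among protein-coding genes the median deviation in this pool fell with each shorter class, from 0.25 over 8000 nt to -0.95 at 300 to 1000 nt. Small RNA genes took 0.563% of its reads, against 3.55% to 4.98% in the others. Abundant single genes carried much of that share. Rpph1 took 0.343% of the reads in this pool and 1.38% to 1.76% in the others, and Rn7s2 took 0.0253% and 0.432% to 0.981%. Yet the 399 tested genes under 300 nt had a median deviation of 0.23 in this pool and 0.028 to 0.091 in the others. The cause stays open, and no biological explanation was tested. The pool matters for single genes. Without it the log2 fold change of Sod1 was -0.037 (standard error 0.126, adjusted p = 0.882, edgeR), so the lower mean of Sod1 rests on this pool. A loss of RNA of this length in the library cannot be told apart from a fall of Sod1 in this pool alone, because leaving out the lowest pool brings any fall closer to 0. S100a4 still had -1.33 without it (standard error 0.386, adjusted p = 0.0931, edgeR), which argues against this pool as the whole source of its fall. The 6 sets that fell among those of Fig. 1I, the collagens and Fig. 2 stayed past the threshold once each library's trend with gene length and GC content was removed, with falls of -0.57 to -1.97 and a largest adjusted p of 0.00315 (camera), so that trend is not the whole cause of those falls.

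Desmin is expressed in stellate cells and in muscle. Without control pool 2, which held the most muscle RNA, its log2 fold change was -1.41 (standard error 0.28, adjusted p = 0.0378, edgeR) in place of -2.46, which argues against that pool as the whole source of the fall. Muscle RNA in control pools 1 and 2 together cannot be told apart from a change in stellate cells, because control pool 3, with little muscle RNA, is a single pool; it had 1.05 more desmin on the log2 scale than the mean of the *Mttp-IKO* pools.

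Arntl (log2 fold change 2.25, standard error 0.276, adjusted p = 0.0159, edgeR) and Cry1 (log2 fold change 1.56, standard error 0.161, adjusted p = 0.0111, edgeR), both chosen after their values were seen, were higher in *Mttp-IKO* pools. A shift of the liver clock, or of the time of collection, between the groups was tested with genes that run in antiphase to Arntl, which had a median of -0.20 (7 of 10 lower, adjusted p = 0.379, camera). Without *Mttp-IKO* pool 3 the list passed the threshold (median -0.32, adjusted p = 0.0267, camera), and without *Mttp-IKO* pool 1 its median was 0.016. Nr1d1 (-1.46) and Dbp (-1.67) were lower and Hlf (0.72) and Per2 (0.40) higher, so this list cannot tell a shift apart from a change in some clock genes. Of its 10 genes, 2 passed the threshold on the adjusted p singly. The 3 genes in phase with Arntl that were tested, too few for a set test, were all higher on average: Clock (0.69), Npas2 (1.40) and Nfil3 (0.61). The differences were thus not limited to Arntl and Cry1, and a difference in the time of collection stays open.

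Other pathway and cell type lists gave no difference past the threshold in the main analysis. The median was 0.018 for ATF4 targets (adjusted p = 0.889, camera), 0.061 for PPAR-alpha targets (0.392) and 0.35 for genes of bile acid synthesis and transport (0.0512). The call for the bile acid genes depends on the setting. They passed with total counts (adjusted p = 0.0135, camera), every gene with at least 1 count (0.0300), the replicate block alone (0.0136) or with the length and GC correction (0.0204), and without control pool 2 (0.00348), control pool 3 (0.0206) or *Mttp-IKO* pool 1 (0.0109). For cell types it was 0.049 for endothelial cells (adjusted p = 0.991, camera), -0.82 for T cells (0.108), -0.44 for cholangiocytes (0.108), -0.33 for erythroid cells (0.283), -0.26 for neutrophils (0.622) and -0.068 for small intestine (0.755). The T cell list passed with every gene that had at least 1 count (adjusted p = 0.0448, camera) and the cholangiocyte list without control pool 3 (0.0486). The pancreas list had fewer than 5 genes above the filter on low counts and was not tested in the main analysis; with every gene that had at least 1 count it did not pass (adjusted p = 0.883, camera). Of the ceramide synthase genes whose primers are in Table S1, Cers5 (-0.60, adjusted p = 0.174, edgeR), Cers6 (0.51, 0.197), Cers4 (-0.25, 0.476) and Cers2 (-0.040, 0.914) did not differ past the threshold in these livers, and Nos3, also of Table S1, was higher without passing it in the main analysis (1.1, adjusted p = 0.0563, edgeR).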
